# The deubiquitinase UCHL3 mediates p300-dependent chemokine signaling in alveolar type II cells to promote pulmonary fibrosis

**DOI:** 10.1038/s12276-023-01066-1

**Published:** 2023-08-01

**Authors:** Soo Yeon Lee, Soo-Yeon Park, Seung-Hyun Lee, Hyunsik Kim, Jae-Hwan Kwon, Jung-Yoon Yoo, Kyunggon Kim, Moo Suk Park, Chun Geun Lee, Jack A. Elias, Myung Hyun Sohn, Hyo Sup Shim, Ho-Geun Yoon

**Keywords:** Epigenetics, Cell signalling, Cancer therapy

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a chronic, fatal, fibrotic, interstitial lung disease of unknown cause. Despite extensive studies, the underlying mechanisms of IPF development remain unknown. Here, we found that p300 was upregulated in multiple epithelial cells in lung samples from patients with IPF and mouse models of lung fibrosis. Lung fibrosis was significantly diminished by the alveolar type II (ATII) cell–specific deletion of the p300 gene. Moreover, we found that ubiquitin C-terminal hydrolase L3 (UCHL3)-mediated deubiquitination of p300 led to the transcriptional activation of the chemokines *Ccl2, Ccl7*, and *Ccl12* through the cooperative action of p300 and C/EBPβ, which consequently promoted M2 macrophage polarization. Selective blockade of p300 activity in ATII cells resulted in the reprogramming of M2 macrophages into antifibrotic macrophages. These findings demonstrate a pivotal role for p300 in the development of lung fibrosis and suggest that p300 could serve as a promising target for IPF treatment.

## Lung disease: role of a control protein in pulmonary fibrosis

Researchers investigating idiopathic pulmonary fibrosis (IPF), a chronic and potentially fatal lung disease of unknown cause, have identified increased levels of the epigenetic regulator protein p300 in lung cells from IPF patients and in a mouse model of the disease. The team led by Hyo Sup Shim and Ho-Geun Yoon at Yonsei University, Seoul, South Korea, also found that lung fibrosis (scar tissue formation) was significantly reduced in mice lacking the gene for p300. Chemically inhibiting p300 activity promoted the reprogramming of cells called macrophages into types able to reduce the formation of fibrosis. The research also uncovered a variety of molecular interactions involved in the initiation of fibrosis by p300, suggesting a pivotal role for the protein. Drugs targeting the production or activity of p300 might offer new approaches to treatment.

## Introduction

Idiopathic pulmonary fibrosis (IPF), one of the most common manifestations of idiopathic interstitial pneumonia, is a chronic, fatal, fibrotic, interstitial lung disease of unknown cause^1^. Many studies have attempted to elucidate the molecular mechanisms underlying pulmonary fibrosis and develop novel targeted molecular therapies^2^. The reason why IPF attracts attention is that although it is a progressive disease, there is no clear strategy to treat it. Recently, pirfenidone and nintedanib were approved as treatments for IPF; however, their effectiveness in treating fibrosis is very limited^3^. Therefore, the development of new treatments to overcome the limitations of existing treatments remains necessary^4^.

Damage to the alveolar epithelium is believed to serve as an important early pathogenic event in the development of IPF^5^. Under normal conditions, the proliferation of alveolar type II (ATII) cells and their subsequent differentiation into alveolar type I (ATI) cells contribute to alveolar repair^6,7^. However, in IPF, ATII and ATI cells fail to proliferate and are replaced by fibroblasts and myofibroblasts^8^. The loss of ATII cells damages the reparative mechanism and is thought to play a significant role in the development and progression of pulmonary fibrosis^9^. Bleomycin (BLM) increases the expression of connective tissue growth factor (CTGF), a key mediator of pulmonary fibrosis, in ATII cells, whereas CTGF blockade suppresses fibrosis development^10,11^. Additionally, a number of secreted inflammatory and profibrotic factors are released from ATII cells within the fibrotic lung^12^, suggesting that ATII cells could mediate pulmonary fibrosis in part through the secretion of profibrotic factors. Thus, a better understanding of how ATII cells function during the development of pulmonary fibrosis would provide insight into the processes associated with disease initiation and progression^13^.

Recent studies have shown that epigenetic alterations^14–16^, including histone acetylation, play pivotal roles in IPF^17–19^. For example, defective histone acetylation in the promoter of cyclooxygenase 2 (COX-2), which mediates the production of the antifibrotic factor PGE2, decreases COX-2 transcription in IPF^20^. Histone acetylation is governed by histone acetyltransferases (HATs) and histone deacetylases (HDACs)^21^. The E1A binding protein p300 (p300), which is the most widely studied HAT, regulates the transcriptional activation of various genes in response to cellular signaling pathways activated by inflammation, growth factors, and nuclear hormones^22^. Early growth response 1 (EGR1), a transcription factor activated by the transforming growth factor-beta (TGF-β) signaling pathway, induces p300 activation, which regulates the transcription of collagen genes, promoting the development of tissue fibrosis^23,24^. Recently, increased expression of active p300 was identified in fibroblasts derived from patients with IPF^25^. In addition, p300 inhibition reduces fibrotic hallmarks in both in vitro and in vivo IPF models^26^. These studies suggest that p300 in fibroblasts might serve as a therapeutic target for fibrotic diseases. Most studies on the mechanisms underlying pulmonary fibrosis, including those examining p300, have been conducted on fibroblasts, with few studies having examined the involvement of pulmonary epithelial cells, which are also believed to have a profound impact on IPF development. In addition, there have been no studies demonstrating the in vivo function of p300 in lung epithelial cells in the development of pulmonary fibrosis.

In this study, we found that the protein expression of p300 was significantly increased in lung epithelial cells, including club cells, ATII cells, and ciliated cells, in patients with IPF and mouse models of lung fibrosis. Using conditional lung epithelial cell-specific *p300* knockout mice, we demonstrated the ATII cell-specific function of p300 and the underlying mechanism contributing to the progression of pulmonary fibrosis in vivo. Collectively, our findings demonstrate the functional significance of p300 in pulmonary fibrosis and suggest that p300 could serve as a novel therapeutic target for IPF therapy.

## Materials and methods

### Patient samples

Human lung samples were obtained from the tissue bank of Severance Hospital (Seoul, Korea). This study was approved by the Ethics Committee of the Institutional Review Board of Severance Hospital (protocol no. 4.2016-0453). Tissues from patients with IPF and control samples obtained from the normal lungs of lung cancer patients were included in this study. Written informed consent was obtained from all patients. IPF patients fulfilled the diagnostic criteria established by the American Thoracic Society and the European Respiratory Society, and the diagnosis of IPF was supported by history, physical examination, pulmonary function studies, chest high-resolution computed tomography, and video-assisted thoracoscopic lung biopsy or transplant explants.

### Animal studies

All animal experiments were approved by the Institutional Animal Care and Use Committee of Yonsei University College of Medicine (Certification No. IACUC-2018-0087). The mice were housed in a specific pathogen–free animal facility with controlled temperature and humidity under a 12-h light/12-h dark cycle.

The p300 floxed mice used in this study were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). To generate a conditional *p300* null allele, LoxP sites were inserted into the flanking regions of the *p300* gene on exon 9^27^. Mice with conditional *p300* deletion from ATII cells, epithelial club cells, or ciliated cells were generated by intercrossing *p300*^*f/f*^ mice with *Spc-CreER*^*T2*^, *Ccsp-CreER*^*T2*^, or *Foxj1-CreER*^*T2*^ (The Jackson Laboratory, Bar Harbor, ME, USA) mice, respectively. Before the administration of BLM, 8-week-old mice were injected with 10 mg/kg tamoxifen (Merck, Darmstadt, Germany) three times per week for 1 week. The mice were intratracheally administered PBS (vehicle control) or 4 mg/kg BLM (Santa Cruz Biotechnology, Dallas, TX, USA). An average of eight mice were used in each group.

To induce TGF-β_1_ expression in *TGF-β*_*1*_-TG mice, adult transgenic mice (8–12 weeks old) were provided drinking water containing 0.5 mg/mL doxycycline (Merck, Darmstadt, Germany) in 2% sucrose for 4 weeks. The doxycycline-containing water was replaced three times per week.

### Statistical analysis

The results were analyzed with Prism software, version 9 (GraphPad Software, San Diego, CA, USA) and are presented as the mean ± standard error of the mean (s.e.m.). Student’s *t* test was used to determine significant differences between the two groups. The Mann‒Whitney *U* test was used for post hoc analysis. When more than two groups of samples were compared, one-way ANOVA was used. Tukey’s multiple comparisons test was used for post hoc analysis of ANOVA. The significance levels are indicated as follows: n.s, not significant, *P* > 0.5; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

## Results

### Alveolar type II cell-specific deletion of p300 prevents the development of lung fibrosis in mice

To investigate the pathological relevance of p300 activity in pulmonary fibrosis, we first examined p300 expression in lung samples from patients with IPF and mouse models of lung fibrosis. Immunohistochemistry (IHC) showed that the lung samples of patients with IPF exhibited significantly elevated levels of p300 compared with control lung samples (Fig. 1a and Supplementary Table 1). Honeycombing is specific to pulmonary fibrosis, has a characteristic appearance of variably sized cysts, and is an important criterion in the diagnosis of IPF^1^. Thus, we next examined the expression of p300 in honeycomb cysts in IPF lung samples and normal airway regions from the control group by p300 IHC (Supplementary Fig. 1a) and immunofluorescence staining (Fig. 1b and Supplementary Fig. 1b). Increased levels of p300 were observed in the honeycomb cysts of IPF lungs compared with control lungs. The expression of p300 was highly increased in the bronchial and alveolar epithelium of IPF lungs. Notably, other HAT proteins except p300 were not increased in IPF patients compared with normal controls (Fig. 1c and Supplementary Fig. 1c).

**Fig. 1:**
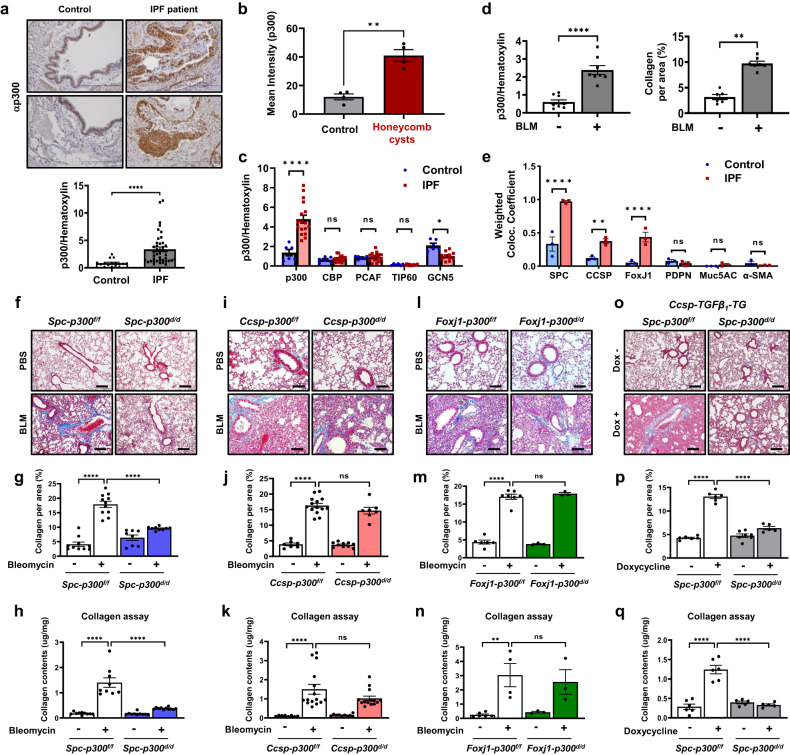
ATII cell-specific deletion of *p300* prevents lung fibrosis. **a** Representative images showing p300 IHC in lung samples from patients with IPF and control subjects. Scale bars, 100 µm. The dot plot represents the p300 intensity/hematoxylin ratio of patients with IPF (*n* = 42) and control subjects (*n* = 16). Control: 0.7293 (0.0844–2.4565) vs. IPF: 2.536 (0.6019–12.2473). **b** Immunofluorescence staining of p300 was performed on IPF lungs. The intensity of p300 was calculated using ZEN 3.0 software. *n* = 4 per group. Two-tailed *t* test with Welch’s correction. **c** The intensity of p300, CBP, PCAF, TIP60, and GCN5 protein expression was calculated using ImageJ. Control subjects (*n* = 6) and IPF (*n* = 11-17). **d** Quantitative analysis of P300 IHC and collagen in lung samples in mice with BLM-induced pulmonary fibrosis. The dot plot represents the p300 intensity/hematoxylin ratio or blue region of MTS. *n* = 5–11 mice/group. **e** Immunofluorescence analysis of human lungs using the indicated antibodies. The cell markers are as follows: Pro-SPC, ATII cells; CCSP, club cells; FoxJ1, ciliated cells; PDPN, ATI cells; Muc5AC, goblet cells; and α-SMA, fibroblasts. The weighted colocalization coefficient was calculated using ZEN 3.0 software. *n* = 3 per group. **f**, **i**, **l**, **o** Representative MTS-stained lung sections from control and cell-specific p300 KO mice ((**f**), *Spc-p300*^*f/f*^ ATII cell-specific KO; (**i**) *Ccsp-p300*^*f/f*^ club cell-specific KO; (**l**) *Foxj1-p300*^*f/f*^ ciliated cell specific; (**o**) *Spc-p300*^*f/f*^ in *Ccsp-TGF-β1*-TG mice with or without tamoxifen treatment). Scale bar, 50 µm. **g**, **j**, **m**, **p** The deposition of collagen (blue) was quantified in MTS-stained lung samples from (**g**) *Spc-p300*^*f/f*^, (**j**) *Ccsp-p300*^*f/f*^, (**m**) *Foxj1-p300*^*f/f*^, and (**p**) *Ccsp-TGF-β*_*1*_*-*TG mice using ImageJ. **h**, **k**, **n**, **q** Collagen levels in lung samples from (**h**) *Spc-p300*^*f/f*^, (**k**) *Ccsp-p300*^*f/f*^, (**n**) *Foxj1-p300*^*f/f*^, and (**q**) *Spc-p300*^*f/f*^ in *Ccsp-TGF-β*_*1*_*-*TG mice were assessed using the Sircol collagen assay. *n* = 3–15 mice/group. All average data are the mean ± s.e.m. n.s. not significant; *P < 0.05, **P < 0.01, ****P < 0.0001, Statistical analysis was performed using a two-tailed Mann–Whitney *U* test (**a**, **c**–**e**) or ANOVA with Tukey’s test (**g**–**q**).

To further verify the results obtained in lung samples from patients with IPF, we assessed changes in p300 expression in a bleomycin (BLM)-induced mouse model of lung fibrosis. An increase in p300 expression was observed in mouse lungs following BLM injection (Fig. 1d and Supplementary Fig. 2a). In addition, we examined a transgenic mouse model with inducible *TGF-β*_*1*_ overexpression (*Ccsp-TGF-β*_*1*_-TG mice), which develops lung fibrosis in response to doxycycline (Dox) administration^28^. After 28 days of Dox administration, p300 was significantly increased in the lungs of *Ccsp-TGF-β*_*1*_-TG mice compared with the lungs of control mice (Supplementary Fig. 2b).

To examine cell type–specific expression of p300 in lung samples from patients with IPF and lung fibrosis mouse models, we performed coimmunofluorescence (co-IF) staining using antibodies against pro-surfactant protein C (pro-SPC, an ATII cell marker), club cell secretory protein (CCSP, a club cell marker), forkhead box J1 (FoxJ1, a ciliated cell marker), podoplanin (PDPN, an ATI cell marker), Mucin 5AC (Muc5AC, a goblet cell marker), and α-smooth muscle actin (α-SMA, a myofibroblast cell marker). In patients with IPF, p300 expression was significantly increased in ATII cells, club cells, and ciliated cells but not in ATI cells or goblet cells (Fig. 1e and Supplementary Fig. 2c). We identified similar expression patterns in BLM-induced fibrosis model mice and *Ccsp-TGF-β*_*1*_-TG mice (Supplementary Fig. 2d). These results collectively demonstrate that p300 expression is significantly increased in the lung epithelial cells of patients with IPF and lung fibrosis mouse models.

To elucidate the physiological role of p300 in lung epithelial cells during the development of pulmonary fibrosis, we generated genetically engineered mouse models with tamoxifen-inducible *p300* knockout in ATII cells (*Spc-p300*^*d/d*^), club cells (*Ccsp-p300*^*d/d*^), or ciliated cells (*Foxj1-p300*^*d/d*^). We first verified the successful knockout of *p300* in the target lung epithelial cells of *Spc-p300*^*f/f*^, *Ccsp-p300*^*f/f*^, and *Foxj1-p300*^*f/f*^ mice by co-IF analysis using antibodies against p300 and cell type–specific markers (Supplementary Fig. 3). We next induced lung fibrosis in these model mice by BLM injection through the trachea. We found that BLM-induced lung fibrosis was markedly diminished in *Spc-p300*^*d/d*^ mice, as determined by quantifying Masson’s trichrome staining (MTS) in the lungs, soluble collagen levels, body weight, and bronchoalveolar lavage (BAL) fluid cells (Fig. 1f–h and Supplementary Fig. 4a, b). In contrast, no significant changes in fibrosis development or collagen synthesis were observed in BLM-treated *Ccsp-p300*^*d/d*^ (Fig. 1i–k and Supplementary Fig. 4c, d) or *Foxj1-p300*^*d/d*^ mice (Fig. 1l–n and Supplementary Fig. 4e, f). To further verify the ATII cell-specific role of p300 in the progression of lung fibrosis, inducible *Ccsp-TGF-β*_*1*_-TG mice were bred with *Spc-p300*^*f/f*^ mice to generate a mouse model with inducible ATII cell-specific *p300* gene deletion and *TGF-β*_*1*_ overexpression. Following doxycycline administration, control mice developed lung fibrosis; however, the development of lung fibrosis was significantly inhibited in *Spc-p300*^*d/d*^ mice (Fig. 1o–q and Supplementary Fig. 4g, h). These data suggest that p300 expression in ATII cells plays an important role in the progression of lung fibrosis.

### p300 mediates the transcriptional activation of the chemokines *Ccl2*, *Ccl7*, and *Ccl12*

Evidence suggested that p300 mediates pulmonary fibrosis in ATII cells, and we next investigated the molecular mechanism underlying this relationship by performing RNA-sequencing (RNA-seq) analysis of murine primary ATII cells isolated from the lungs of four groups: phosphate-buffered saline (PBS)-treated *Spc-p300*^*f/f*^ mice (Con), BLM-treated *Spc-p300*^*f/f*^ mice (BLM), PBS-treated *Spc-p300*^*d/d*^ mice (KO), and BLM-treated *Spc-p300*^*d/d*^ mice (KOBLM) (Fig. 2a and Supplementary Fig. 5a). 

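The ATII cells were sorted by flow cytometry as CD74-positive and EpCAM-positive cells, from 3 mice in each of the 4 groups, and each of the 12 libraries came from 1 mouse. Bleomycin, a drug that breaks DNA and injures the lung epithelium, was given into the trachea at 4 mg/kg. The Con mice carry the floxed p300 alleles in the paper's Results and are called wild type in the sample labels. The libraries were made with the QuantSeq kit, which primes at the poly(A) tail and yields a read close to the 3′ end of each transcript, so that the counts do not grow with transcript length. Single-end reads of 75 nt were sequenced. The authors deposited the number of reads counted on each gene, as raw counts without normalization, for 23282 entries listed by gene symbol. The paper's text does not name the aligner, the counting program, the genome build or the annotation. Counts of the 35 symbols listed more than once were summed, which left 23238 symbols, of which 17480 had a count in some library.

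Total counts per library ran from 7476755 to 10610467 in Con (median 9351389) and from 7005005 to 11153154 in BLM (median 7580552). They ran from 7281246 to 10807871 in the libraries labelled KO (median 9864272) and from 7472718 to 10381596 in those labelled KOBLM (median 9021079). At these totals, 3 counts, taken as the detection floor, corresponded to between 0.269 and 0.428 CPM, the count scaled to the library total. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. The number of genes with at least 1 count was 10246 to 13145 in Con, 6847 to 13838 in BLM, 8790 to 12863 in KO and 9018 to 12932 in KOBLM. Rn45s, the precursor of the ribosomal RNAs, held between 2.04% and 21.59% of the counts of a library.

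Genes were compared with the quasi-likelihood test of edgeR in a single model of the 4 groups, after TMM normalization, over the 13054 genes that passed the low-count filter of edgeR (filterByExpr). The common dispersion was 2.08, a biological coefficient of variation of 1.44 between mice of the same group. The paper's text does not say whether its p values were adjusted, so its threshold was applied to unadjusted p values, and values adjusted by the Benjamini-Hochberg method are given beside them.

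Genotypes were taken from the sample labels. Ep300, the gene of p300, lies on chromosome 15 of GRCm38 from 81585351 to 81652077. Its TMM-normalized count was 109 ± 53.5 CPM in Con (SD, n = 3) and 143 ± 46.4 CPM in the libraries labelled KO (SD, n = 3). The log2 fold change between them was 0.39 (standard error 0.69, edgeR p = 0.579, adjusted p = 1.0, two-sided exact permutation p = 0.5). It was 85.4 ± 45.4 CPM in BLM and 112 ± 62.3 CPM in the libraries labelled KOBLM (SD, n = 3 each), again a log2 fold change of 0.39 (edgeR p = 0.58, adjusted p = 1.0, exact permutation p = 0.6). Ep300 counts were thus not lower in the libraries labelled as p300-deleted, and every direction given for KO and KOBLM rests on these labels. The floxed exon 9 ends 6453 nt before the 3′ end of the transcript, where this kit reads.

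The library labelled BLM 3 had the largest total count and the fewest genes. Its counts correlated with those of the other BLM libraries at Spearman coefficients of 0.593 and 0.598 across genes, which are not independent replicates, whereas all other pairs within a group lay between 0.777 and 0.909. A list of 30 pluripotency genes, chosen after some of their values were seen, summed to 4098.3 CPM in it and to between 250.0 and 991.7 CPM in the other 11 libraries. Transcripts of 4 Y-linked genes summed to 9.3 CPM in it, against 130.7 to 280.1 CPM elsewhere. A list of 17 macrophage marker genes summed to 506.3 CPM in it and to between 4250.1 and 8180.7 CPM elsewhere, and a list of 12 ATII marker genes summed to between 406.6 and 2361.7 CPM over all libraries. The library was kept in every value unless its omission is stated.

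**Figure D1:**
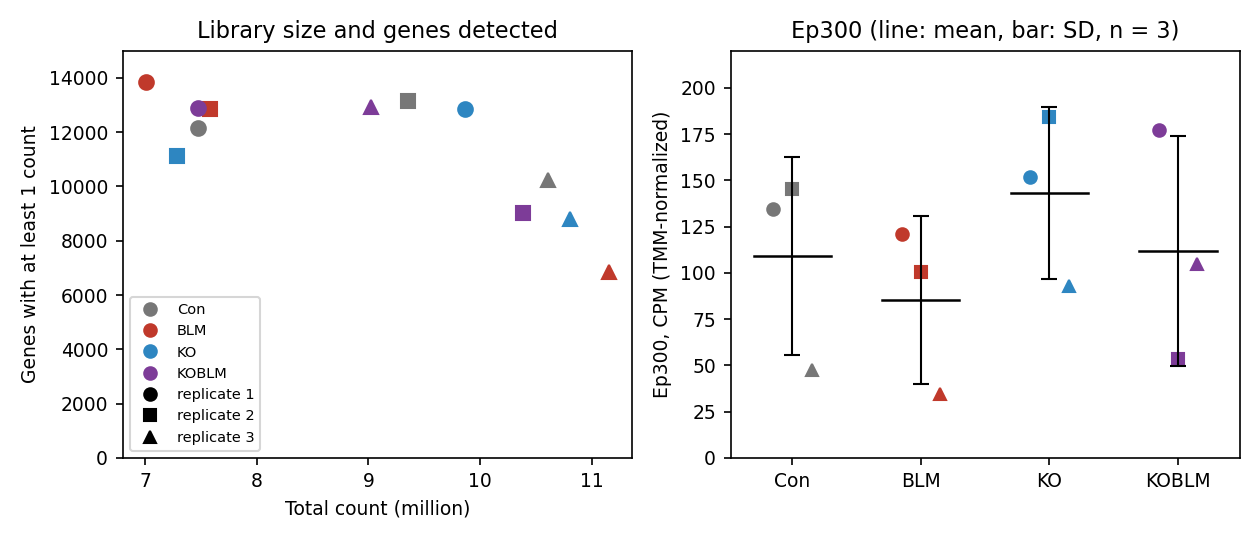
Left, total count of each library against its number of genes with at least 1 count, by group, with the library labelled BLM 3 at 6847 genes. Right, TMM-normalized Ep300 count (CPM) of each library, with the mean of each group as a line and the SD as a bar (n = 3 mice); the labelled KO libraries averaged 143 CPM and Con 109 CPM.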

Deletion of the *p300* gene from primary ATII cells was validated by quantitative reverse-transcription–polymerase chain reaction (qRT‒PCR; Supplementary Fig. 5b). Gene set enrichment analysis (GSEA) demonstrated significant enrichment of extracellular matrix (ECM) and chemokine genes in ATII cells in the BLM group (Fig. 2b). However, p300 knockout negatively regulated BLM-induced expression of ECM and chemokine genes. 

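The GO lists behind Fig. 2b were not used here, and lists of gene symbols fixed in advance took their place. The ECM list held collagens, matrix glycoproteins and proteoglycans, of which 125 of the 218 present in the files passed the low-count filter. The chemokine list held ligands and receptors, of which 49 of 64 passed. Each list was tested with limma's camera, a two-sided test of whether the genes of a list changed more than the other tested genes, on log2 CPM with an inter-gene correlation of 0.01. Adjusted p values were taken by the Benjamini-Hochberg method over the 17 lists tested in each comparison.

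The median log2 fold change of the ECM genes between BLM and Con lay 0.79 above that of all tested genes (adjusted p = 0.000365), and 80 of the 125 genes lay above that median. The ECM score of each mouse, the median log2 CPM of the list relative to all tested genes, was -0.16 ± 0.72 in Con and 0.96 ± 0.57 in BLM (SD, n = 3 each, two-sided exact permutation p = 0.2). The smallest p that 3 mice against 3 allow is 0.1. In an exact permutation over the 10 ways to divide these 6 libraries into groups of 3, the real division gave the smallest unadjusted camera p (p = 2.15e-05), and 6 divisions gave one under 0.05. The alternative that moved this effect most was no filter on low counts, under which it was 0.18 over 192 ECM genes and still past the threshold. With fry, a rotation test of the list on its own, it was not past the threshold of 0.05. With fgsea, a rank-based enrichment test, the normalized enrichment score was 2.16, past the threshold.

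The chemokine genes lay 0.74 above the median of all tested genes in BLM (adjusted p = 0.253), with 32 of 49 genes above it. The chemokine score was -0.49 ± 0.70 in Con and 0.15 ± 1.72 in BLM (SD, n = 3 each, exact permutation p = 0.6). It was 1.23 and 1.05 in BLM 1 and BLM 2 and -1.83 in the library labelled BLM 3. Without BLM replicate 3 the shift of the chemokine genes was 1.79 and past the unadjusted threshold, and without BLM replicate 1 it was -0.13. For these genes fgsea gave a normalized enrichment score of 1.79 with all libraries, past the threshold. For this list, 5 of the 10 divisions gave a camera p under 0.05.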

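Between the libraries labelled KOBLM and BLM, the log2 fold changes of the ECM genes lay below those of all tested genes, with a difference of medians of -0.98 (camera, Benjamini-Hochberg adjusted p = 0.000116), and 31 of the 125 genes lay above the median of all tested genes. The ECM score in KOBLM was -0.23 ± 0.90 (SD, n = 3), and its difference from BLM did not exceed what other divisions of the mice gave (two-sided exact permutation p = 0.2). The single KOBLM libraries gave 0.79, -0.93 and -0.54. The same list tested on its own with fry was not past the threshold of 0.05, whereas fgsea gave a score of -1.99, past the threshold. In the exact permutation over the 10 divisions of the 6 libraries, 4 gave a camera p under 0.05, the real one the smallest (p = 1.37e-05).

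The chemokine genes lay 0.44 above the median of all tested genes in KOBLM relative to BLM (adjusted p = 0.449), with 31 of 49 genes above it, and the score in KOBLM was 0.77 ± 0.70 (SD, n = 3, exact permutation p = 0.7 against BLM). This direction changed with the library labelled BLM 3, without which the shift was -0.43, and with fgsea, which gave a normalized enrichment score of -0.91. Without BLM replicate 1 the shift was 1.25, past the unadjusted threshold. A camera p under 0.05 was found in 5 of the 10 divisions of these libraries, among which the real one was not. The paper states that loss of p300 lowered the BLM-induced expression of ECM and chemokine genes.

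**Figure D2:**
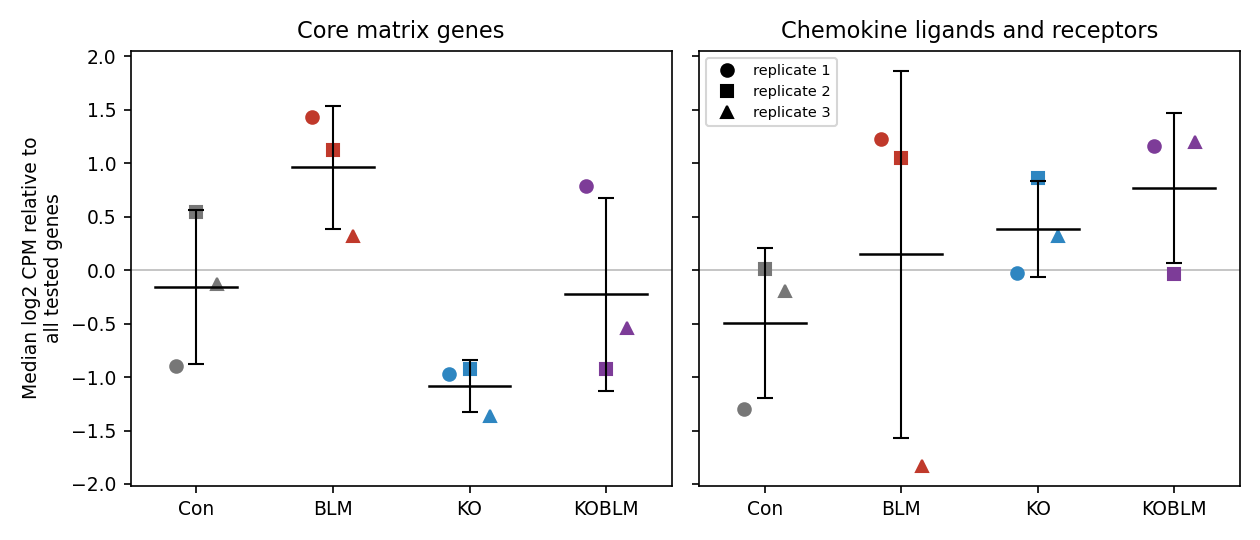
Score of each library for the ECM genes and for the chemokine ligands and receptors, as median log2 CPM of the list relative to all tested genes, by group, with the mean as a line and the SD as a bar (n = 3 mice). For the chemokine genes, the library labelled BLM 3 lies at -1.83, and the other BLM libraries at 1.05 and 1.23.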

The RNA-seq data identified 8,734 genes with significantly different expression levels in ATII cells in the BLM group compared with ATII cells in the Con group (fold-change > 1.5, *p* value < 0.05), including 5015 significantly upregulated genes and 3719 significantly downregulated genes. 

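At a fold change over 1.5 and an unadjusted p under 0.05 in the edgeR test, 558 of the 13054 tested genes (4.27%) differed between BLM and Con, 286 higher and 272 lower in BLM. If no gene differed, 653 genes would be expected with p under 0.05. The smallest p was 9.51e-05, and its Benjamini-Hochberg adjusted value was 0.9, so that 0 genes had an adjusted p under 0.05, against 558 at an unadjusted p under 0.05. Of the alternatives fixed in advance, the one that moved this count most was the fold change alone, without a test, under which 8471 genes passed, 3980 higher and 4491 lower. With DESeq2 in place of edgeR, 947 genes passed the same unadjusted threshold and 114 had a fold change over 1.5 and an adjusted p under 0.05. Leaving out each Con or BLM library in turn gave between 292 and 767 genes. Lower genes were the more numerous with library size alone in place of TMM (299 higher, 323 lower) and with the replicate number as a block (154, 240). They were so too with a linear model of each gene on its own (332, 394) and in some fits without a library. Higher genes stayed the more numerous with DESeq2 (509, 438) and without a filter on low counts (438, 333).

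Between the libraries labelled KOBLM and BLM, 413 genes passed, 181 higher and 232 lower in KOBLM, with a smallest p of 0.000239. The higher genes were the more numerous without BLM replicate 3 (248 and 223), without KOBLM replicate 1 (179 and 156) and with the replicate number as a block (147 and 115). They were so too with the fold change alone (4423 and 3945). The same held with the 2 libraries per group that had the most genes detected (453 and 339), a setting chosen after seeing the data. The libraries labelled KO differed from Con in 188 genes, 70 higher and 118 lower, and those labelled KOBLM differed from KO in 221 genes, 152 higher and 69 lower. Without KO replicate 3 the balance of these KO comparisons reversed, with 84 genes higher and 30 lower in KO than in Con, and 44 higher and 61 lower in KOBLM than in KO. An adjusted p under 0.05 was reached by 0 genes in each of these comparisons.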

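Of the 286 genes that were higher in BLM than in Con, 75 (26.2%) were lower in the libraries labelled KOBLM than in BLM at the same threshold, against 232 (1.78%) of all tested genes. Both comparisons use the same BLM mice. On a fold change over 1.5 in mean CPM + 1 alone, without a test, 62.5% of the genes higher in BLM were lower in KOBLM, against 28.5% of all genes, an excess of 34.0 percentage points. When the increase was taken from some BLM mice and the decrease from the others, the excess averaged 7.6 percentage points over the 6 possible assignments (range 0.6 to 11.7).

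Among the 75 genes, 5 (6.67%) were on the ECM list, the list of ECM regulators or the chemokine list, against 268 (2.05%) of all tested genes (two-sided Fisher's exact test, p = 0.0189, across genes, which are not independent replicates). They were Col3a1, Thbs1, Serpina3n, Ccl17 and Cxcl13. The 75 genes also held Nanog, Tet1 and Tdgf1 of the pluripotency list, with 2228, 5701 and 1040 counts in the library labelled BLM 3. These had 10, 14 and 20 counts in BLM 1 and 6, 43 and 25 in BLM 2. Without the library labelled BLM 3 the overlap was 82 genes, but how many of the 75 were among them was not counted. Without it, 365 of the 558 genes called between BLM and Con were called again. Between KOBLM and BLM, 218 of the 413 were. Col3a1, a fibrillar collagen gene, had a log2 fold change of 2.73 in BLM against Con and of -2.19 in KOBLM against BLM. Thbs1, which encodes thrombospondin 1, had a log2 fold change of 3.35 in BLM against Con, with 3074, 1386 and 3814 counts in BLM and 714, 1131 and 496 in KOBLM. Ccl17, a chemokine gene, had a log2 fold change of 6.24 in BLM against Con and of -4.50 in KOBLM against BLM. Cxcl13, another chemokine gene, had 514, 315 and 0 counts in BLM and 0 in every Con and KOBLM library, so that it was at least 124.8-fold higher in BLM than in Con and at least 113.5-fold lower in KOBLM than in BLM. Under the fold change alone, 2499 genes were higher in BLM and lower in KOBLM, of which 94 (3.76%) were on these lists.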

Among the upregulated genes, 2556 were downregulated when p300 was ablated in ATII cells, most of which were identified as ECM or chemokine genes (Supplementary Fig. 6a).

**Fig. 2:**
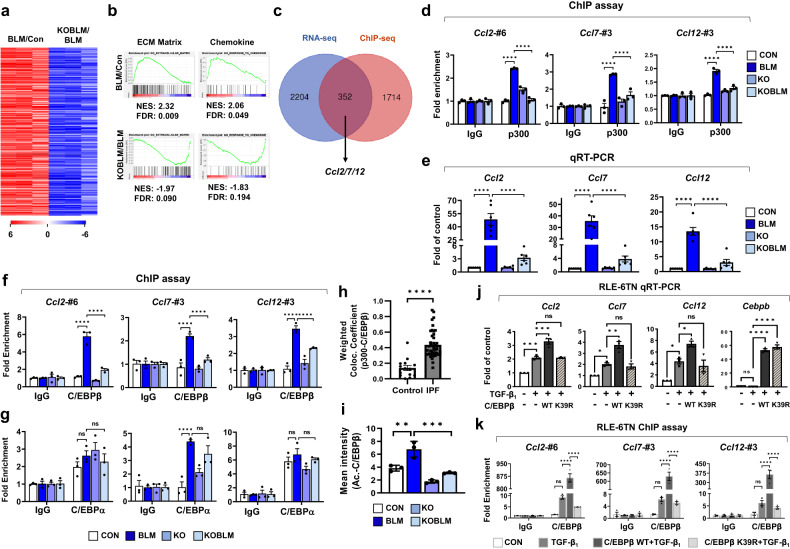
p300 regulated the chemokines Ccl2, Ccl7, and Ccl12 through C/EBPβ but not C/EBPα. **a** The heatmap represents differentially expressed gene (DEG) clusters in mouse primary ATII cells from Con and *p300* KO mice treated with or without BLM. *n* = 3 mice per group. **b** GSEA of RNA-seq signals of GO-defined ECM and chemokine gene clusters. NES normalized enrichment score, FDR false discovery rate. **c** The Venn diagram shows the overlap between differentially expressed genes and direct target genes common to the RNA-seq and ChIP-seq data. **d** ChIP assays were performed on mouse lung samples using the indicated antibodies. (*n* = 3). **e** The expression of the indicated genes in mouse lung samples was analyzed by qRT‒PCR. *n* = 6 for each group. **f**, **g** ChIP assay of C/EBPβ (**f**) and C/EBPα (**g**) binding at the p300-BE of *Ccl2*/*Ccl7*/*Ccl12* was analyzed by qPCR relative to the input DNA. *n* = 3 each. **h** Human lung samples were stained with the indicated antibodies; healthy individuals (*n* = 14), IPF patients (*n* = 44). The weighted colocalization efficiency was calculated using ZEN 3.0 software. **i** Validation of a proximity ligation assay (PLA) by visualization of the acetylated C/EBPβ protein in *Spc-p300*^*f/f*^ or *Spc-p300*^*d/d*^ mice treated with or without BLM. *n* = 3 per group. **j** RLE-6TN cells were transfected and treated with TGF-β_1_ for 24 h. *Ccl2*, *Ccl7*, *Ccl12*, and *Cebpb* gene expression was determined by qRT‒PCR. **k** RLE-6TN cells were transfected with the indicated constructs and treated with TGF-β_1_ for 6 h. A ChIP assay was performed with a C/EBPβ antibody. Statistical analysis was performed with two-way ANOVA (**d**, **f**, **g**, **k**), one-way ANOVA with Tukey’s test (**e**, **i**, **j**), or two-tailed Mann–Whitney *U* tests (**h**). Error bars represent the mean ± s.e.m. of the indicated number of independent experiments. ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

p300 functions as a HAT that regulates gene transcription via chromatin remodeling^29^. To identify direct target genes that are regulated by p300, we performed chromatin immunoprecipitation sequencing (ChIP-seq) of the lungs of BLM and Con mice, which identified 2,066 significantly different peaks (937 upregulated and 1129 downregulated) for p300 binding sites in fibrotic lungs compared with control lungs. Pathway analysis using EnrichR^30^ identified significant enrichment of biological processes related to macrophage and neutrophil activation and immune responses (Supplementary Fig. 6b). 

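Ccl2, Ccl7 and Ccl12 are neighbours on chromosome 11 of GRCm38, all on the plus strand and with 3 exons each. Ccl2 lies from 82035571 to 82037453, Ccl7 from 82045712 to 82047525 and Ccl12 from 82101845 to 82103400, in the GENCODE M21 annotation. The genes are paralogs, and the paper's text does not state how reads matching more than 1 gene were counted. The ChIP-seq data were not analysed here.

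Ccl2 had 205, 271 and 62 counts in Con and 5624, 4228 and 7 in BLM, the last in the library labelled BLM 3. In TMM-normalized CPM this was 20.3 ± 13.0 in Con and 480 ± 427 in BLM (SD, n = 3 each), a log2 fold change of 4.56 (standard error 2.11, edgeR p = 0.0481, two-sided exact permutation p = 0.4). Its Benjamini-Hochberg adjusted p was 0.995 over all tested genes and 0.0481 over these 3 genes. The permutation tests of single genes compared means of log2 (CPM + 1), not the CPM means printed here. On that scale the Ccl2 value of BLM 3, 0.505 CPM, weighs more than on CPM. The libraries labelled KOBLM had 829, 233 and 1447 counts, or 104.5 ± 77.4 CPM (SD, n = 3), a log2 fold change of -2.20 against BLM (standard error 1.90, edgeR p = 0.266, exact permutation p = 1.0), with an adjusted p of 1.0 over all genes and 0.36 over the 3.

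Ccl7 was at 0 counts in every Con library and at 1016, 1101 and 0 counts in BLM, a mean of 103 ± 89.6 CPM (SD, n = 3) and at least 319-fold higher than in Con (edgeR p = 0.00707, exact permutation p = 0.4), with an adjusted p of 0.995 over all genes and 0.0212 over the 3. It had 47, 422 and 129 counts in KOBLM, or 20.7 ± 17.2 CPM (SD, n = 3), a log2 fold change of -2.32 against BLM (standard error 2.44, edgeR p = 0.36, adjusted p = 1.0, exact permutation p = 0.8).

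Ccl12 had 4, 0 and 0 counts in Con and 464, 664 and 0 in BLM, with means of 0.17 ± 0.29 and 55.0 ± 49.9 CPM (SD, n = 3 each) and a log2 fold change of 8.28 (standard error 3.57, edgeR p = 0.0358, exact permutation p = 0.4). The adjusted p was 0.995 over all genes and 0.0481 over the 3. In KOBLM it had 0, 0 and 73 counts, or 2.95 ± 5.11 CPM (SD, n = 3), a log2 fold change of -4.21 against BLM (standard error 2.95, edgeR p = 0.174, adjusted p = 1.0, exact permutation p = 0.4).

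In the libraries labelled KO, counts were 358, 2825 and 0 for Ccl2, 0, 345 and 0 for Ccl7, and 83, 32 and 0 for Ccl12. Leaving out each library of the groups compared in turn kept the log2 fold changes of all 3 genes positive in BLM against Con and negative in KOBLM against BLM. In BLM against Con, the unadjusted edgeR p was not under 0.05 in 5 of these 6 fits for Ccl2 and in 4 of 6 for Ccl12, and it was under 0.05 in 6 of 6 for Ccl7. With the replicate number as a block it was not under 0.05 for Ccl2 and Ccl12, and the log2 fold change of Ccl2 between KOBLM and BLM was 0.023.

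**Figure D3:**
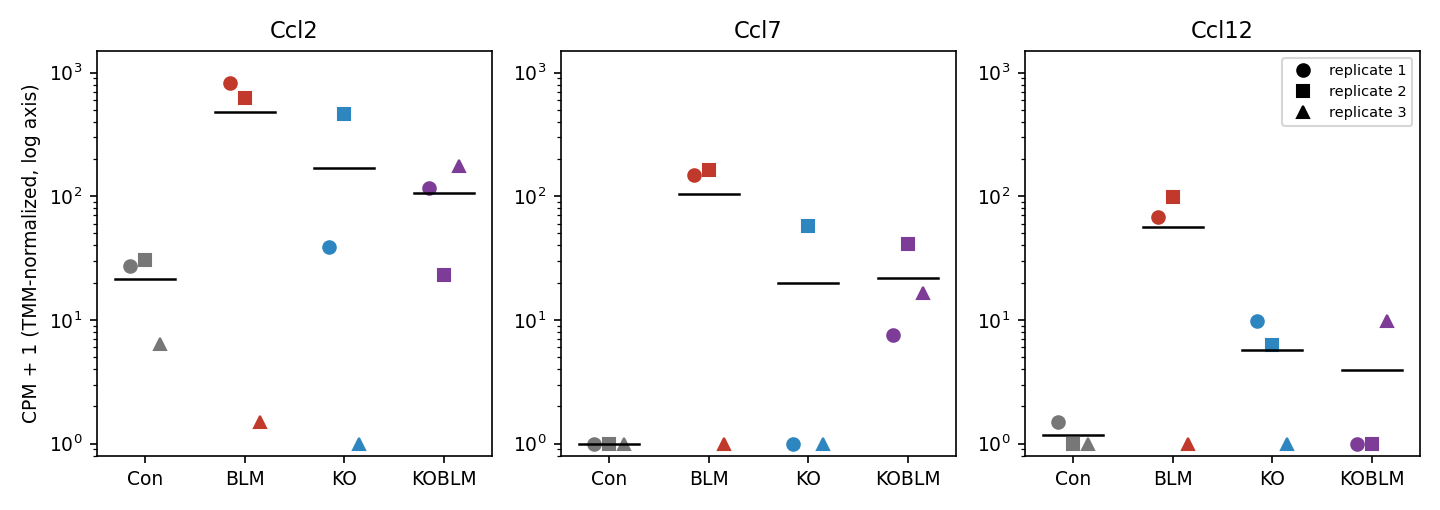
Ccl2, Ccl7 and Ccl12 in each library as TMM-normalized CPM + 1 on a log axis, by group, with a marker shape per replicate number and the group mean as a line (n = 3 mice). The library labelled BLM 3 held 7, 0 and 0 counts of the 3 genes.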

Comparing the ChIP-seq and RNA-seq results identified 352 genes containing p300-binding sites with altered expression patterns in ATII cells from KOBLM mice compared with BLM mice (Fig. 2c), including the chemokine genes *Ccl2*, *Ccl7*, and *Ccl12*, which were downregulated in the ATII cells of KOBLM mice and contained p300-binding elements (p300-BEs; Supplementary Fig. 6c). The transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* in isolated primary ATII cells following BLM injection was validated by qRT‒PCR (Supplementary Fig. 6d).

To validate our ChIP-seq results, we selected putative p300-binding sites upstream of the *Ccl2* (#1–7), *Ccl7* (#1–3), and *Ccl12* (#1–3) genes (Supplementary Fig. 6c, e). The recruitment of p300 upstream of the *Ccl2*, *Ccl7*, and *Ccl12* genes in fibrotic lungs was examined by ChIP assays (Supplementary Fig. 6f-h), which revealed that p300 could bind to *Ccl2* #6, *Ccl7* #3, and *Ccl12* #3 in the context of BLM-induced lung fibrosis, and this binding was significantly decreased in the lungs of ATII cell–specific p300 knockout mice (Fig. 2d and Supplementary Fig. 6i).

To determine whether the recruitment of p300 is dependent on the p300-BE and associated with the *Ccl2*, *Ccl7*, and *Ccl12* genes, wild-type (WT) and substitution mutations (MT) of p300-BE were made on a pGL3.0-Basic plasmids containing the *Ccl2*, *Ccl7*, and *Ccl12* genes, which were then transfected into RLE-6TN ATII cells (Supplementary Fig. 7a). The ChIP assay with WT and MT p300-BE for the *Ccl2*, *Ccl7*, and *Ccl12* genes showed that the p300-BE sites were necessary for the recruitment of p300 to the *Ccl2*, *Ccl7*, and *Ccl12* genes (Supplementary Fig. 7b). In addition, mutated p300-BE in the *Ccl2*, *Ccl7*, and *Ccl12* promoters did not show TGF-β_1_-induced reporter activities (Supplementary Fig. 7c). The increased luciferase activity induced by TGF-β_1_ was significantly decreased by the knockdown or inhibition of p300, indicating that p300 regulates *Ccl2*, *Ccl7*, and *Ccl12* gene transcription by binding with p300-BE (Supplementary Fig. 7d).

We next examined changes in the expression levels of *Ccl2*, *Ccl7*, and *Ccl12* in lung samples by qRT‒PCR. Although transcriptional expression of these chemokines was elevated in the lungs of BLM mice, chemokine expression was inhibited when the *p300* gene was ablated in ATII cells (Fig. 2e). We also investigated whether p300-mediated regulation of chemokine genes was specific to ATII cells using lung epithelial, lung fibroblast, and alveolar macrophage cell lines. TGF-β_1_ treatment increased the transcription of *Ccl2*, *Ccl7*, and *Ccl12* in the RLE-6TN ATII cell line, the MLg fibroblast cell line, and the MH-S lung alveolar macrophage cell line but not in the C22 lung club cell line. However, only RLE-6TN ATII cells showed significant inhibition of the TGF-β_1_–induced increase in chemokines following *p300* inhibition (Supplementary Fig. 8a–d). We also examined the protein levels of CCL2, CCL7, and CCL12 in mouse serum and BAL fluid. As expected, the levels of all three chemokines were increased by BLM injection and were significantly decreased when *p300* was deleted from ATII cells (Supplementary Fig. 8e, f). These results suggest that p300 is selectively involved in the transcriptional regulation of the chemokines *Ccl2*, *Ccl7*, and *Ccl12* in ATII cells.

### C/EBPβ interacts with p300 to mediate the TGF-β_1_-induced transcriptional activation of chemokine genes in ATII cells

p300 is known to act as a transcriptional coactivator; therefore, motif analysis was performed to identify transcription factors involved in the transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12*. Based on the ChIP-seq results, the most commonly enriched motif identified in p300 targets was associated with the CCAAT/enhancer-binding protein (C/EBP) family, including C/EBPα and C/EBPβ (Supplementary Fig. 9a). The ChIP results showed enhanced recruitment of C/EBPβ but not C/EBPα to the p300-BE of *Ccl2*, *Ccl7*, and *Ccl12* in BLM-treated lungs, which was significantly decreased in lung samples from ATII cell–specific *p300* knockout mice (Fig. 2f, g). Moreover, knockdown of *Cebpb* but not *Cebpa* abrogated TGF-β_1_–induced transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* in RLE-6TN cells (Supplementary Fig. 9b). *Cebpb* knockdown but not *Cebpa* knockdown reduced the promoter activity of *Ccl2*, *Ccl7*, and *Ccl12* (Supplementary Fig. 9c). TGF-β_1_ treatment significantly increased the colocalization of C/EBPβ and p300 in the RLE-6TN cell line, and this effect was decreased by treatment with the p300 inhibitor C646 (Supplementary Fig. 9d). We also observed that BLM-induced C/EBPβ and p300 colocalization was significantly decreased by *p300* knockout in ATII cells in mouse lungs (Supplementary Fig. 9e). This selective interaction between p300 and C/EBPβ was verified in BLM-treated mouse lung samples by coimmunoprecipitation (Co-IP) analysis (Supplementary Fig. 9f). We also observed that C/EBPβ and p300 colocalization in ATII cells was significantly increased in IPF lung samples compared with control lung samples (Fig. 2h and Supplementary Fig. 9g). These results suggest that p300 mediates the transcriptional activation of chemokine genes via C/EBPβ.

A previous study suggested that the acetylation of C/EBPβ K39 by p300 modulates transcriptional activity^31,32^. Therefore, we examined whether p300 acetylates C/EBPβ in fibrotic lungs to regulate the transcription of *Ccl2*, *Ccl7*, and *Ccl12*. The proximity ligation assay (PLA) results showed that C/EBPβ acetylation was significantly increased in BLM-treated mouse lung samples but not in the lungs of ATII cell–specific *p300* knockout mice (Fig. 2i and Supplementary Fig. 10a). Immunoprecipitation analysis showed that C/EBPβ acetylation was significantly increased by BLM treatment and reversed by C646 treatment (Supplementary Fig. 10b). Furthermore, TGF-β_1_–induced C/EBPβ acetylation was reduced in RLE-6TN cells following *p300* knockdown, based on PLA (Supplementary Fig. 10c) and immunoprecipitation analysis (Supplementary Fig. 10d). These data show that p300 acetylates C/EBPβ in ATII cells in response to fibrotic stimuli. We next used site-directed mutagenesis to examine whether p300-mediated acetylation of C/EBPβ K39 is required for the transcriptional activation of chemokine genes. Immunoprecipitation data showed that p300 induced less acetylation of the C/EBPβ K39R mutation than wild-type C/EBPβ (Supplementary Fig. 10e). Moreover, TGF-β_1_-induced transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* was observed following WT C/EBPβ overexpression but not K39R mutant C/EBPβ overexpression (Fig. 2j). Finally, we observed that TGF-β_1_-induced C/EBPβ recruitment to p300-BE of the *Ccl2*, *Ccl7*, and *Ccl12* genes was reversed by the C/EBPβ K39R mutant (Fig. 2k and Supplementary Fig. 10f). These results collectively demonstrate that p300-mediated C/EBPβ acetylation is required for the TGF-β_1_–induced transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12*.

### UCHL3 deubiquitinates p300 in response to TGF-β_1_ signaling activation

We found that the levels of p300 protein but not p300 mRNA were significantly increased in lung epithelial cells in lung fibrosis model mice (Supplementary Fig. 11a and 11b). Moreover, TGF-β_1_ treatment robustly increased p300 protein levels but had no effect on p300 mRNA levels in RLE-6TN cells (Supplementary Fig. 11c, d). Thus, we next investigated the molecular mechanism regulating p300 protein levels in response to TGF-β_1_ signaling activation. Protein ubiquitination is an important molecular mechanism that determines protein stability^33^, and we examined whether p300 protein levels were affected by MG132 treatment. MG132 treatment efficiently increased p300 protein levels, suggesting the involvement of ubiquitination and proteasomal degradation in the control of p300 protein stability (Supplementary Fig. 11e). Deubiquitinating enzymes (DUBs) are known to stabilize target proteins by inhibiting ubiquitin-dependent proteasomal degradation, and we hypothesized that a specific DUB was involved in the increase in p300 protein stability in response to TGF-β_1_ signaling activation. To test this hypothesis, we sought to identify the specific enzyme that changed p300 protein levels using a compound library that specifically inhibited DUBs. TCID, a selective inhibitor of ubiquitin carboxyl-terminal esterase L3 (UCHL3), robustly inhibited the increase in p300 protein levels induced by TGF-β_1_ treatment (Fig. 3a and Supplementary Fig. 12a). Notably, b-AP15, a bispecific inhibitor of UCHL5 and USP14, also significantly reduced p300 protein levels. However, co-IP analysis showed that p300 could bind to UCHL3 but not UCHL5 or USP14, indicating that UCHL3 specifically binds to and stabilizes p300 in the context of TGF-β_1_ signaling (Fig. 3b). Mapping analysis showed that UCHL3 directly interacted with the bromodomain of p300 (Supplementary Fig. 12b–d). The interaction between UCHL3 and p300 was significantly increased by TGF treatment (Fig. 3c). TGF-β_1_ treatment significantly increased the colocalization of UCHL3 and p300 in the RLE-6TN cell line, and this effect was decreased by treatment with TCID (Supplementary Fig. 13a). We also verified that p300 and UCHL3 colocalization in ATII cells was significantly increased in IPF lung samples compared with control lung samples (Fig. 3d). Importantly, wild-type UCHL3 but not inactive mutant UCHL3^C95A^ efficiently reduced p300 ubiquitination (Fig. 3e). In addition, TCID treatment significantly enhanced the ubiquitination of p300 (Fig. 3f). We also observed that the half-life of p300 in cells treated with TCID was significantly shorter than that in control cells (Fig. 3g and Supplementary Fig. 13b). As expected, overexpression of wild-type UCHL3 increased the half-life of p300 compared with that of the inactive mutant UCHL3^C95A^ (Fig. 3h and Supplementary Fig. 13c). Consequently, TGF-β_1_-induced transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* was significantly decreased in RLE-6TN cells treated with TCID (Fig. 3i). Furthermore, TCID treatment dramatically abolished the interaction and colocalization of C/EBPβ and p300 in the RLE-6TN cell line (Supplementary Fig. 13d, e). These results collectively demonstrate that UCHL3 directly deubiquitinates and stabilizes p300 and mediates p300-dependent transcriptional activation of chemokine genes via C/EBPβ.

**Fig. 3:**
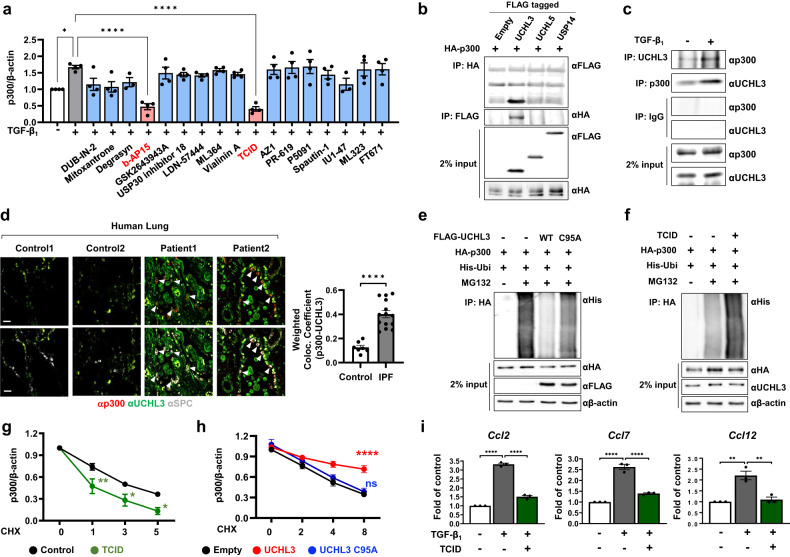
UCHL3 binds to and deubiquitinates p300 in response to TGF-β signaling. **a** Quantification of p300 protein values normalized to β-actin levels. DUB-IN-2, mitoxantrone, PR-619, and P5091 were administered at a concentration of 0.05 μM. Degrasyn, GSK2643943A, and USP30 inhibitor 18 were administered at a concentration of 0.1 μM. LDN-57444, ML364, vialinin A, and AZ1 were administered at a concentration of 1 μM. b-AP15, TCID, spautin-1, IU1-47, ML323, and FT671 were administered at a concentration of 10 μM. **b** RLE-6TN cells were transfected with the indicated constructs, and an immunoprecipitation assay was performed with FLAG or HA antibodies. **c** The lysates of RLE-6TN cells were immunoprecipitated with UCHL3 or p300 antibodies and immunoblotted with the indicated antibodies. **d** Human lung samples were stained with the indicated antibodies; healthy individuals (*n* = 7), IPF patients (*n* = 14). Arrowheads indicate colocalized regions in ATII cells. Scale bar = 50 μm. The weighted colocalization efficiency was calculated using ZEN 3.0 software. **e** RLE-6TN cells were cotransfected with the indicated plasmids. MG132 (10 μM) was added for the final 6 h. Equal amounts of protein were immunoprecipitated with HA antibodies and immunoblotted with the indicated antibodies. **f** RLE-6TN cells were cotransfected with His-ubiquitin and HA-p300 plasmids. Cells were treated 24 h posttransfection with TCID (5 μM), and whole cell lysates were prepared. **g** RLE-6TN cells were treated with TCID for 24 hr followed by treatment with 20 mg/ml cycloheximide (CHX). p300 protein levels were normalized to β-actin. **h** RLE-6TN cells were transfected with empty, UCHL3, or UCHL3^C95A^ expression vectors. Two days after transfection, the cells were treated with CHX for the indicated times. The levels of p300 protein were normalized to the level of β-actin. **i** Relative expression of *Ccl2*, *Ccl7*, *Ccl12* mRNA levels in TCID (5 µM) treated RLE-6TN. Statistical analysis was performed with one-way ANOVA with Tukey’s test (**a**,**i**), the Mann‒Whitney test (**d**) or two-way ANOVA with Sidak’s test (**g**, **h**). Error bars represent the mean ± s.e.m. ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### p300 selectively mediates chemokine secretion to promote macrophage polarization in ATII cells

Chemokines, such as CCL2, CCL7, and CCL12, regulate macrophage polarization under fibrotic conditions^34^. We examined whether p300 mediates pulmonary fibrosis by promoting macrophage polarization. Pulmonary macrophages from lung samples and BAL fluid were analyzed by flow cytometry using CD45^+^F4/80^+^CD206^+^ marker expression to identify M2 macrophages (Supplementary Fig. 14a). M2 macrophages were increased in lung samples and BAL fluid following BLM injection but were significantly decreased following p300 knockout in ATII cells (Fig. 4a and Supplementary Fig. 14b–d). As shown in Fig. 4b, qRT‒PCR analysis of M2 macrophage markers in the lungs revealed that the expression of *Arg1*, *Cd206*, and *Cd163* was elevated in BLM-induced mice relative to control mice. Parallel studies demonstrated that these genes were significantly downregulated following *p300* knockout in ATII cells, yielding levels of M2 macrophage markers similar to those observed in control mice. Moreover, the mRNA levels of the antifibrotic markers *Cox-2* and *Cxcl10* were significantly elevated by *p300* knockout in ATII cells in BLM-treated mouse lungs (Fig. 4c). IF staining of an M2 macrophage marker (CD206) further verified that CD206-positive macrophages were abundant in fibrotic lungs but were strongly reduced in ATII cell–specific *p300* knockout lungs (Fig. 4d, e). We next examined whether chemokines produced by ATII cells affected macrophage polarization by treating alveolar macrophages with conditioned media (CM). We found that TGF-β_1_-treated CM strongly induced the expression of M2 macrophage markers, whereas *p300* knockdown CM suppressed the induction of M2 macrophage markers, as shown by qRT‒PCR analysis of *Arg1* and *Cd163*, as well as qRT‒PCR and flow cytometric analysis of CD206 (Fig. 4f, g, and Supplementary Fig. 14e). These data demonstrate that p300 mediates M2 macrophage polarization to promote pulmonary fibrosis in an ATII cell-specific manner.

**Fig. 4:**
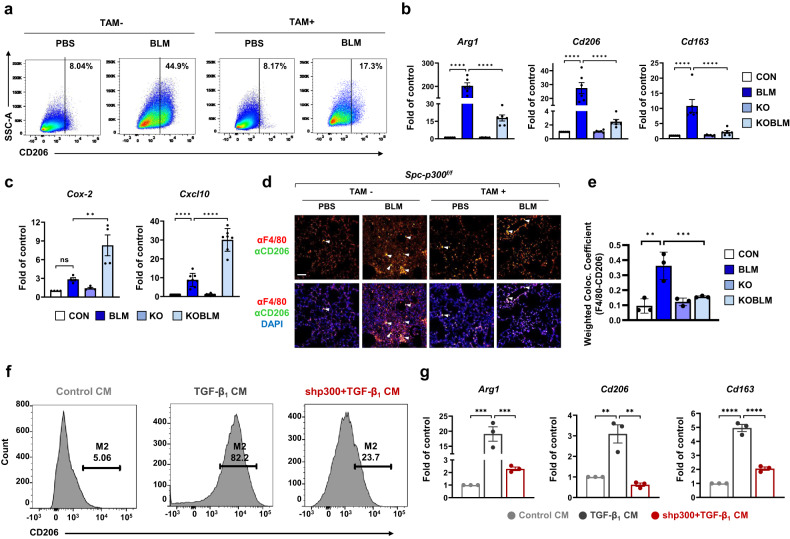
ATII cell–specific deletion of p300 inhibits macrophage polarization. **a** Flow cytometry showed the percentages of M2 (CD45^+^F4/80^+^CD206^+^) macrophages in the tissues of *Spc-p300*^*f/f*^ or *Spc-p300*^*d/d*^ mice. SSC, side scatter. **b**, **c** Relative expression of *Arg1*, *Cd206, Cd163, Cox-2, and Cxcl10* in mouse lung samples. *n* = 6. **d**, **e** Immunofluorescence analysis of CD206 (green) and F4/80 (red) with DAPI (blue) in the lungs. Arrowheads indicate colocalized cells. Scale bar = 50 μm. **f** Flow cytometric analysis of the expression of the M2 marker CD206 in MH-S murine alveolar macrophages cultured with or without CM from control or p300 knockdown RLE-6TN cells. **g** qRT‒PCR analysis of the M2 markers *Arg1*, *Cd206*, and *CD163* in MH-S cells cultured with or without CM from control or p300 knockout RLE-6TN cells. Statistical analysis was performed with ANOVA with Tukey’s test. Error bars represent the mean ± s.e.m. ns not significant, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Selective blockade of p300 activity or stability suppresses pulmonary fibrosis by reprogramming M2-like macrophages into antifibrotic macrophages

Our findings suggested that p300 acts as a key mediator of pulmonary fibrosis; therefore, we tested whether the selective inhibition of p300 suppressed pulmonary fibrosis by suppressing M2 macrophage polarization. BLM-treated mice were intraperitoneally injected every other day beginning on Day 1 with vehicle or C646, a selective p300 inhibitor (Supplementary Fig. 15a). The mice were sacrificed on Day 14, and BAL fluid and blood were immediately collected, followed by lung resection for α-SMA IHC and the quantification of soluble collagen levels. BLM-treated mice that were injected with C646 showed no evidence of collagen deposition, as determined by MTS analysis of lung sections (Fig. 5a, b). Moreover, C646 treatment reduced the expression of α-SMA, a marker of activated myofibroblasts (Fig. 5c, d). M2 macrophage polarization induced by BLM was efficiently inhibited by C646 treatment in lung samples and BAL cells (Fig. 5e, f, and Supplementary Fig. 15b, c). As shown in Supplementary Fig. 15d, the mRNA levels of M2 macrophage markers were significantly decreased in lung samples following C646 treatment, and C646 treatment could increase the mRNA levels of the antifibrotic markers *Cox-2* and *Cxcl10*. As expected, enhanced mRNA and protein expression levels of CCL2, CCL7, and CCL12 were induced by BLM treatment and reversed by C646 treatment (Fig. 5g and Supplementary Fig. 15e). Consistent with these data, the increased recruitment of p300 and C/EBPβ but not C/EBPα to the p300-BE regions of *Ccl2*, *Ccl7*, and *Ccl12* following fibrotic stimuli was significantly decreased in the lungs of C646-treated mice (Supplementary Fig. 15f). Additionally, we confirmed that TGF-β_1_-induced C/EBPβ recruitment was inhibited by C646 treatment in the RLE-6TN cell line (Supplementary Fig. 15g). PLA and IF analysis showed that the acetylation of C/EBPβ and the colocalization of p300 and C/EBPβ in ATII cells were increased in BLM-treated mouse lungs but were significantly decreased in C646-treated lungs (Fig. 5h, i, and Supplementary Fig. 15h). These data suggest that the selective inhibition of p300 abrogates pulmonary fibrosis by suppressing ATII cell–dependent chemotactic signaling.

**Fig. 5:**
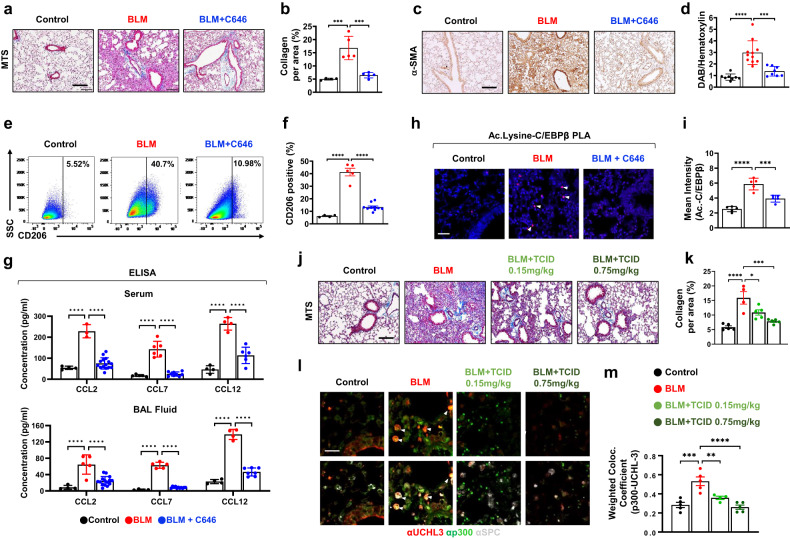
Selective inhibition of p300 prevents the progression of lung fibrosis by suppressing the production of chemokines and macrophage polarization. **a** Representative MTS-stained lung sections from BLM-treated mice treated with control or C646. **b** The deposition of collagen was quantified in MTS-stained lung samples from BLM-treated mice treated with control or C646. *n* = 4–5 per group. **c** Immunohistochemical images of α-SMA protein in lung samples from BLM-treated mice treated with control or C646. **d** The α-SMA intensity/hematoxylin ratio was quantified using ImageJ software. *n* = 8–11 per group. **e** Flow cytometric analysis of M2 (CD45^+^/F4/80^+^/CD206^+^) cells in the lungs. *n* = 4–5 per group. **f** Quantification of the percentage of M2 macrophages. **g** ELISA analysis of CCL2, CCL7, and CCL12 protein levels in serum and BAL fluid from control or C646-treated mice. **h** PLA images using Ac.-lysine and C/EBPβ antibodies to analyze lung samples from BLM-treated with control or C646. Arrowheads indicate positive signals. Scale bar, 10 μm. **i** The mean intensity of the PLA-positive signal was quantified using ZEN 3.0 software. *n* = 5 per group. **j** Representative MTS-stained lung sections from BLM-treated mice treated with control or TCID (0.15 or 0.75 mg/kg). **k** Collagen deposition was quantified in MTS-stained lung samples from BLM-treated mice treated with control or TCID. *n* = 3–5 per group. **l** Colocalization of p300 (green), UCHL3 (red), and SPC (gray) by IF staining in the indicated mouse lung samples. Scale bar, 50 μm. *n* = 3. **m** The graph shows the weighted colocalized coefficiency. Error bars, mean ± s.e.m. **P < 0.01, ***P < 0.001 and ****P < 0.0001, one-way ANOVA followed by Tukey’s test.

We next examined whether selective inhibition of UCLH3 alleviated pulmonary fibrosis by suppressing p300/C/EBPβ-mediated chemokine signaling (Supplementary Fig. 16a). As expected, TCID treatment strongly inhibited collagen accumulation and the expression of the chemokines CCL2/7/12 (Fig. 5j, k, and Supplementary Fig. 16b). Furthermore, the mRNA levels of M2 macrophage markers and CD206-positive macrophages were decreased in the lungs of TCID-treated mice, whereas the expression of antifibrotic markers was increased (Supplementary Fig. 16c, d). We also observed that BLM-induced UCHL3 and p300 colocalization was significantly decreased by TCID treatment in ATII cells in mouse lungs (Fig. 5l, m). Furthermore, the colocalization of p300 and C/EBPβ decreased after the mice were injected with TCID (Supplementary Fig. 16e). Taken together, these results suggest that targeting p300 activity or stability may be an effective way to inhibit or treat pulmonary fibrosis.

## Discussion

IPF is a fatal interstitial lung disease for which no cure currently exists. Although two drugs have been approved for IPF treatment in several countries^35^, the survival of IPF patients remains poor. IPF is initiated by inflammation, followed by the massive production of fibrous connective tissue in the interalveolar septa^36^. This fibrotic process results in an excessive number of fibroblasts, an increase in lung collagen levels, the abnormal spatial distribution of ECM proteins, and ultimately, the deterioration of lung function^37^. To date, the relationship between the development of IPF and inflammation remains unclear. Although the initial inflammatory response is thought to initiate a fibrotic response in patients with IPF, this hypothesis remains controversial because immunosuppressive therapies are not effective in the treatment of IPF patients^4,14^. However, proinflammatory cytokines such as interleukin 1 and tumor necrosis factor-α and chemokines (CCL2/CCL7) are known to induce fibrosis in patients with IPF^38,39^. Thus, the interrelationship between the inflammatory process and fibrosis development in IPF remains unclear. Recently, increasing lines of evidence have indicated that ATII cells drive IPF and play a central role in pulmonary fibrosis^6,7^. Furthermore, ATII cells have been shown to secrete various inflammatory cytokines following repetitive lung injury, leading to fibroblast activation and ECM accumulation^40^. Therefore, understanding the role of ATII cells in the regulation of inflammation and fibrosis development is likely to lead to more significant advances in our understanding of IPF pathology. Our study demonstrated for the first time that p300 specifically activated ATII cell-derived chemotaxis signaling, causing M2 macrophage polarization and resulting in pulmonary fibrosis development. Furthermore, we suggested an alternative and promising target for IPF treatment by showing that ATII cell–mediated chemotaxis and fibrosis induction could be blocked by the selective inhibition of p300 activity or stability.

Fibrotic diseases are believed to be caused by the chronic accumulation of various genetic and environmental factors^1^. IPF and nonalcoholic fatty liver disease are thought to be associated with the abnormal expression of pro- or antifibrotic genes, which is mediated by epigenetic regulatory enzymes. To date, most studies have performed genetic profiling using fibrotic tissues; however, epigenetic approaches to disease progression are relatively incomplete. p300 is a key component of the epigenetic machinery that participates in the regulation of chromatin organization and transcription initiation^41,42^. The expression of p300 and its functional contributions to physiological responses are controlled by regulating cell type–specific expression and posttranslational modifications, and p300 may play important roles in fibrosis and regulation of the fibrotic response by controlling ECM homeostasis, myofibroblast activation, and the epithelial–mesenchymal transition^21^. Thus, we observed that the expression of HAT proteins other than p300 was not altered in the lung tissue of patients with IPF compared to normal controls, suggesting a plausible role of p300 as a main epigenetic regulator during the development of pulmonary fibrosis. The HAT activity of p300 and its interaction with activated Smads are essential for TGF-β_1_–induced profibrotic signaling, demonstrating that p300 might play a critical role in the progression of tissue fibrosis^29,43^. We recently identified a developmental mechanism for endometriosis fibrosis associated with epigenetic imbalance and suggested that p300 was a potential new target for endometriosis^44^. Although increasing evidence suggests that ATII cells play a pivotal role in IPF, no studies have been conducted examining the epigenetic regulatory mechanisms that are active in ATII cells or the mechanisms associated with lung fibrosis induction. In this study, we suggested a new molecular model for p300-mediated transcriptional regulation of chemokine genes in ATII cells. C/EBPβ was shown to be a p300-associated factor, leading to the transcriptional activation of chemokine genes, and the colocalization of p300 with C/EBPβ was significantly increased in the lungs of patients with IPF and lung fibrosis model mice. Moreover, we found that UCLH3 specifically bound to and stabilized p300, thereby activating p300–dependent transcriptional activation of chemokine genes via C/EBPβ. Selective inhibition of UCHL3 by TCID significantly reversed collagen deposition and the increase in M2 macrophage markers induced by BLM injection. Moreover, selective inhibition of UCHL3 impaired BLM-induced colocalization of p300 and C/EBPβ in ATII cells. These data indicate that UCHL3 mediates p300/C/EBPβ-dependent chemokine signaling in ATII cells. Although several previous studies have demonstrated the reversible ubiquitination of p300^45,46^, there have been no reports of E3 ligase-mediated p300 ubiquitination. Further studies are required to identify the E3 ligase that mediates the ubiquitination of p300 and examine the detailed mechanisms underlying the removal of p300 ubiquitination of UCHL3.

Pulmonary fibrotic diseases are often associated with the arrest of monocytes, neutrophils, mast cells, and other leukocytes^47^, and the release of chemokines by these proinflammatory cells and resident cells (alveolar epithelial cells) enhances inflammation and fibrosis in the lung. CCL2 is the most extensively studied chemokine associated with lung fibrosis^48^. An increase in CCL2 has been identified in BAL fluid and serum samples derived from patients with IPF^49,50^. Moreover, alveolar epithelial cells within fibrotic areas have been reported to exhibit increased CCL2 expression in patients with IPF^48^. Despite the important role of chemokines in IPF pathogenesis, studies of CCL2-deficient mice and clinical trials of a monoclonal antibody that blocks CCL2 have failed^51^. In this study, it was observed that the amount of total CCL2 in the serum of subjects who received CCL2 monoclonal antibodies was significantly increased compared to that in the placebo-treated group, suggesting that there was a compensatory mechanism. CCL7 is expressed at significantly increased levels in biopsied tissues from patients with IPF compared with normal samples^39^. CCL12, the CCL2 analog expressed in humans, was also elevated in the lungs of a fibrosis mouse model^38^. Compensatory increases in CCL2 and CCL7 expression were also observed in *Ccl12*-knockout mice. These results indicate that chemokines affect the progression of lung fibrosis by activating compensatory actions among each other. Intriguingly, lung fibrosis was efficiently inhibited in ATII cell-specific *Ccl12* knockout mice, and the expression levels of CCL2 and CCL7 were decreased in BAL fluid obtained from these mice^52^. Therefore, the regulation of chemokine signals in ATII cells appears to be critical for the treatment of lung fibrosis. Previous studies have shown that blocking the signaling of a single chemokine is inefficient due to the presence of compensatory actions. Here, we suggest that p300 can serve as a master chemokine regulator in ATII cells. In addition, we demonstrated that blocking p300 activity or stability in ATII cells prevented compensatory actions among C-C chemokines, leading to the suppression of pulmonary fibrosis. Recent studies have shown that p300 is a promising target for the treatment of fibrotic diseases such as lung fibrosis and liver fibrosis^26,53^. Knowledge of these mechanisms will be necessary for the development of strategies to treat IPF, and further preclinical research will be required to investigate whether inhibiting p300 activity or stability may be effective for this purpose.

In summary, we demonstrated that p300 in ATII cells mediated chemokine signaling to induce the infiltration of activated M2 macrophages, leading to lung fibrosis (Supplementary Fig. 17). In particular, we found that UCHL3-mediated deubiquitination of p300 led to the transcriptional activation of the chemokines *Ccl2, Ccl7*, and *Ccl12* through the cooperative action of p300 and C/EBPβ, which consequently promoted M2 macrophage polarization in an ATII cell-specific manner. Finally, we provided a basis for the future development of a novel IPF therapy based on the inhibition of p300 activity or stability. Collectively, our study offers a conceptual framework for understanding the role of p300 in ATII cells, which has implications for the diagnosis and treatment of IPF.

## Supplementary information

Supplementary information

## Data Availability

The RNA-sequencing and ChIP-sequencing data have been deposited in the NCBI Gene Expression Omnibus and are accessible through the GEO series using accession numbers GSE190157 and GSE190150, respectively. All other data supporting the findings of this study are available upon reasonable request. Source data are provided with this paper.

# Supplementary material for: The deubiquitinase UCHL3 mediates p300-dependent chemokine signaling in alveolar type II cells to promote pulmonary fibrosis
**Source:** Exp Mol Med. 2023 Aug 1;55(8):1795–805. doi: 10.1038/s12276-023-01066-1
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary informations for**

# **The deubiquitinase UCHL3 mediates p300-dependent chemokine signaling in alveolar type II cells to promote pulmonary fibrosis**

Soo Yeon Lee<sup>1,†</sup>, Soo-Yeon Park<sup>1,†</sup>, Seung-Hyun Lee<sup>1</sup>, Hyunsik Kim<sup>1</sup>, Jae-Hwan Kwon<sup>1</sup>, Jung-Yoon Yoo<sup>2</sup>, Kyunggon Kim<sup>3</sup>, Moo Suk Park<sup>4</sup>, Chun Geun Lee<sup>5,6</sup>, Jack A. Elias<sup>5</sup>, Myung Hyun Sohn<sup>7</sup>, Hyo Sup Shim<sup>8,\*</sup>, and Ho-Geun Yoon<sup>1,\*</sup>

## **This PDF file include:**

SUPPLEMENTARY MATERIALS AND METHODS

Supplementary Table 1 to 3

Supplementary Figure 1 to 17

## **SUPPLEMENTARY MATERIALS AND METHODS**

### **RNA-sequencing**

Total RNA was isolated using TRIzol reagent (Invitrogen, Waltham, MA, USA). RNA quality was assessed using an Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, Netherlands), and RNA quantification was performed using ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

For control and test RNAs, library construction was performed using QuantSeq 3'mRNA-Seq Library Prep Kit (Lexogen BioCenter, Vienna, Austria), according to the manufacturer's instructions. In brief, 500 ng total RNA was prepared for each sample, an oligo-dT primer containing an Illumina-compatible sequence at its 5' end was hybridized to the RNA, and reverse transcription was performed. After degradation of the RNA template, second-strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5' end. The double-stranded library was purified by using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library is purified from PCR components. High-throughput sequencing was performed as single-end 75 sequencing using NextSeq 500 (Illumina, San Diego, CA, USA).

### **ChIP-sequencing**

Whole lungs of bleomycin- and PBS-treated mice were used for ChIP-seq analyses, which were performed by Active Motif (Carlsbad, CA, USA). The samples were fixed and subjected to immunoprecipitation using an antibody against p300 (Santa Cruz Biotechnology, Dallas, TX, USA). In brief, the 75-nt single-end (SE75) sequence reads generated by Illumina sequencing (using NextSeq 500) were mapped to the genome using the Burrows–Wheeler Aligner algorithm with default settings. Reads were extended at their 3'-ends to a length of

200 base pair fragments in a size-selected library. The densities of fragments (signal map) were determined by the number of fragments in each 32-nt bin along the genome. The tag number of samples within a comparison group was normalized by random sampling against the number of tags in the smallest sample. Data were visualized by the University of California, Santa Cruz (UCSC) genome browser. EnrichR was used for pathway analysis.

### **Harvesting and fixation of lungs**

An incision was made in the abdomen, and the rib cage was cut open to expose the heart and lungs, and the lungs were perfused with 10 mL PBS through the pulmonary artery. The left lobe of the mouse lung from each group was fixed in formaldehyde (4% w/v) for 48 hours at room temperature, followed by paraffin embedding. Paraffin blocks were sectioned by the Histology Core at the Yonsei University of Medicine, Seoul, South Korea.

### **Masson's trichrome staining**

To confirm collagen production, sections were deparaffinized, hydrated with water, and stained in Bouin's solution (Merck, Darmstadt, Germany) for 1 minute using the microwave and then allowed to stand for 15 minutes at room temperature. After washing in running tap water, the sections were placed in hematoxylin for 10 minutes, rinsed in running tap water, and stained in Biebrich scarlet for 5 minutes. The sections were then stained in phosphotungstic/phosphomolybdic acid for 15 minutes, transferred directly into aniline blue for 5 minutes, dehydrated, and coverslipped. Blue-stained collagen fiber quantification was performed using ImageJ software in a  $\times 200$  field image area (Olympus, Tokyo, Japan).

### **Immunostaining**

In preparation for IHC, mouse lung section slides were rehydrated through a graded alcohol series, followed by antigen retrieval in 10 mM sodium citrate. The IHC staining protocol included the sequential application of a peroxidase-blocking reagent, primary antibody, secondary antibody molecules and horseradish peroxidase coupled to a polymer

backbone, and visualization using a 3,3'-diaminobenzidine tetrahydrochloride (DAB) chromogen reagent with a hydrogen peroxide substrate (Dako, Santa Clara, CA, USA). The following primary antibodies were used: p300 (Abcam, Cambridge, MA, USA), PCAF (Abcam, Cambridge, MA, USA), CBP (Cell signaling, Danvers, MA, USA), TIP60 (Santa Cruz Biotechnology, Dallas, TX, USA), and GCN5 (Santa Cruz Biotechnology, Dallas, TX, USA).

For immunocytochemistry, the sample preparation process prior to antibody application was the same process used for IHC. The following primary antibodies were used: p300 (Santa Cruz Biotechnology, Dallas, TX, USA), SP-C (Santa Cruz Biotechnology, Dallas, TX, USA), CCSP (Merck, Darmstadt, Germany), PDPN (R&D, Minneapolis, MN, USA), Muc5AC and FOXJ1 (Thermo Fisher Scientific, Waltham, MA, USA),  $\alpha$ -SMA (Abcam, Cambridge, MA, USA), and C/EBP $\alpha$  and C/EBP $\beta$  (Santa Cruz Biotechnology, Dallas, TX, USA), UCHL3 (Abcam, Cambridge, MA, USA). The following secondary antibodies were used: DyLight 488 anti-rabbit (Vectorlab, Burlingame, CA, USA) and DyLight 549 anti-mouse (Vectorlab, Burlingame, CA, USA). All secondary antibodies were Alexa Fluor-coupled. After staining, slides were mounted with a mounting medium containing 4',6-diamidino-2-phenylindole (DAPI; Abcam, Cambridge, MA, USA) and stored at 4°C in the dark. Slides were imaged and analyzed using a Zeiss LSM780 confocal microscope (Carl Zeiss, Oberkochen, Germany).

### **Chromatin immunoprecipitation assay**

Chromatin immunoprecipitation (ChIP) assay was carried out on lung samples and RLE-6TN cells using a Pierce Agarose ChIP kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions. The nuclear lysates were precipitated with p300 or C/EBP $\beta$  antibody (Santa Cruz Biotechnology, Dallas, TX, USA) or normal mouse IgG (Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4°C together with ChIP

grade protein A/G agarose beads. The beads were washed, eluted, and treated with proteinase K. The recovered DNA was amplified by qPCR. The primers used in ChIP assay was indicated in Supplementary Table 3.

### ***In situ* proximity ligation assay analysis**

*In situ* PLA analysis (Merck, Kenilworth, NJ, USA) was performed according to the manufacturer's instructions. Cells were fixed with 4% paraformaldehyde, washed with PBS, and blocked with blocking solution. For paraffin-embedded tissue samples, slides were rehydrated in xylene and ethanol, and citrate buffer was used for antigen retrieval. After the application of acetyl-lysine and C/EBP $\beta$  antibodies, samples were incubated with PLUS and MINUS secondary PLA probes, based on the antibody species, and subjected to ligation and amplification using the provided reagents. The samples were mounted with Duolink mounting medium and analyzed using an LSM 780 Laser Scanning Microscope (Carl Zeiss, Oberkochen, Germany).

### **Flow cytometry analysis and sorting**

For RNA-seq analysis, primary murine ATII cells were obtained from 8–10-week-old C57BL/6 and ATII cell-specific *p300* KO mice. Mice were sacrificed, and the lungs were perfused and cannulated, as described above. To seal the upper airway, 2 mL dispase (Stemcell, Vancouver, Canada) was instilled into the lungs. The lungs were removed and incubated in dispase at room temperature for 40 minutes. After enzymatic digestion with dispase, lung samples were gently minced with a GentleMACS Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were first incubated with red blood cell lysis buffer. After spinning down, cells were blocked in. Cells were then stained with different antibodies. Antibodies used: Ep-CAM-APC (Invitrogen, Waltham, MA, USA), CD74-FITC (BD Biosciences, San Jose, CA, USA). Sorting was performed on a BD FACS Aria<sup>TM</sup> III flow cytometer (BD Biosciences, San Jose, CA, USA). One mouse was used for each

isolation, and the typical yield was approximately  $1.0 \times 10^6$  primary ATII cells per animal. Cell purity was determined via immunocytochemical staining of samples using surfactant protein C (SPC) to label primary ATII cells.

To examine M2 macrophage polarization, flow cytometry analysis was conducted. Single lung cells were prepared, as described above. After blocking, cells were stained with antibodies for CD45-AF488 (BioLegend, San Diego, CA, USA), F4/80-BV605 (BD Biosciences, San Jose, CA, USA), and CD206-APC780 (Invitrogen, Waltham, MA, USA).

### **Soluble collagen assay**

Collagen contents in the mouse lung samples were determined biochemically using the Sircol Collagen Assay Kit (Biocolor, Carrickfergus, United Kingdom). In brief, 100 mg of lung samples were homogenized, the supernatant was collected, and collagen binding dye was added and incubated for 1 hour at room temperature, followed by 10,000 x *g* centrifugation. The visible red pellet was dissolved in 100% ethanol to remove excess dye and subjected to additional centrifugation. Subsequently, the pellet was dissolved in 0.5 M sodium chloride solution, incubated for 30 minutes at 37°C, and absorbance was measured at 540 nm using a spectrophotometer.

### **RNA isolation and quantitative reverse transcription–polymerase chain reaction**

Total RNA was extracted using TRIzol reagent, following the standard protocol (Takara, Kyoto, Japan), and cDNA was synthesized using CellScript (CellSafe, Seoul, Korea), following the manufacturer's protocol. The concentration of cDNA was normalized using *GAPDH*. qRT-PCR analyses were performed using SYBR Green PCR master mix reagents and an ABI Prism 7700 sequence detection system (Applied Biosystems, Carlsbad, CA, USA). All reactions were performed in triplicate. Relative expression levels and standard deviations of target genes were calculated using the comparative method. 

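For p300, the primers listed for mouse amplify 169 nt of the longest protein-coding Ep300 transcript of GENCODE M21, which has 31 exons and 9566 nt. This product spans exons 6 to 8 and ends 6649 nt before the 3′ end of the transcript, so that it lies upstream of the floxed exon 9, which holds 118 nt. The mouse Ccl7 primers amplify 139 nt over exons 1 and 2 of the 801-nt Ccl7 transcript. For Ccl2 and Ccl12, the forward primer had 1 exact match on the longest protein-coding mouse transcript and the reverse primer had 0. Why the reverse primers had no match was not examined. In this comparative method, the amount of each transcript is given relative to GAPDH, whereas the sequencing counts are scaled to the total of each library.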

The primers used in qRT-PCR was indicated in Supplementary Table 2.

## **Quantification of cytokines**

Cytokine levels in mouse serum and BAL fluid were assayed by enzyme-linked immunosorbent assays (ELISAs). ELISAs were performed for the following mouse protein: CCL2 (R&D Systems), CCL7 (MyBioSource), and CCL12 (R&D Systems).

## **Cell culture and reagents**

Rat lung alveolar type 2 cell line RLE-6TN, mouse lung club cell line C22, mouse fibroblast cell line MLg, and mouse lung alveolar macrophage cell line MH-S were purchased from Korean Cell Line Bank (Seoul, Korea). RLE-6TN and MH-S were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% (v/v) fetal bovine serum (FBS) and 1% antibiotic/antimycotic solution (Corning, Manassas, VA, USA) at 37°C under 5% CO<sub>2</sub>. MH-S were grown in complete DMEM supplemented with 50 μM 2-mercaptoethanol. C22 were maintained in permissive conditions [DMEM supplemented with 4% FBS, penicillin (100 U/ml), streptomycin (100 μg/ml), 2 mM glutamine, endothelin-1 (0.25 μg/ml), interferon-γ (0.01 μg/ml), insulin (10 μg/ml), transferrin (5 μg/ml), endothelial cell growth supplement (7.5 μg/ml), epidermal growth factor (0.025 μg/ml), hydrocortisone (0.36 μg/ml), and T<sub>3</sub> (0.02 μg/ml)] at 33°C under 5% CO<sub>2</sub>. Bleomycin was purchased from Santa Cruz Biotechnology (Dallas, TX, USA). C646 was purchased from Sigma-Aldrich (St. Louis, MO, USA). TGF-β<sub>1</sub> was purchased from ProSpec (East Brunswick, NJ, USA).

## **Construction of stably cell lines**

To generate the cell lines for the stable knockdown of *p300*, lentiviral vectors (scramble, shp300) used in this study were purchased from Sigma-Aldrich, U.S.A. The auxiliary plasmid liposomes (pxPAX.2 and Pmd2.G) and lentivirus vector were transfected into 293FT cells to produce lentivirus by using Lipofectamine 3000 transfection reagent (Invitrogen, Carlsbad, CA, USA). After 48 hours of transfection, the supernatant was collected and centrifuged to discard cell debris. The centrifuged supernatant was filtered by

using a 0.45  $\mu$ m polyvinylidene difluoride filter. RLE-6TN cells were infected with viral suspension mixed with 8  $\mu$ g/ml polybrene. After 48 hours of infection, 2  $\mu$ g/ml puromycin was added to screen stably transduced cell lines.

### **Plasmids, Site-directed mutagenesis and small interfering RNAs (siRNAs)**

Rat C/EBP $\beta$  LAP (Liver-enriched activator protein) form-pcDNA3.1 construct was obtained from Addgene (Watertown, MA, USA). Site-directed mutagenesis was performed to make K39R mutant using with 18 PCR amplification cycles under the following reaction conditions: denaturation at 94°C for 30 s, annealing at 55 °C for 1 min, and extension at 68°C for 10 min. Amplified mixtures were treated with *DpnI* (Agilent Technologies) at 37°C for 1 h, and aliquots were used to transform competent *E. coli*. All constructs were confirmed by DNA sequencing. For siRNA transfection, cells were plated at 60-70% confluency and transfected using Lipofectamine RNAiMax (Life Technologies, Carlsbad, CA, USA) with 10 pM siRNA following the manufacturer's protocol. The medium was changed after 4 h, cells were incubated for 2 days, and then treated with the indicated reagents. The following siRNA sequences were used: for siCebpa #1, sense 5'-CCAAGAAGUCGGUGGAUAAUU -3' and antisense 5'-UUAUCCACCGACUUCUUGGUU-3'; for siCebpa #3, sense 5'-GGAGUUGACCAGUGACAAUUU-3' and antisense 5'-AUUGUCACUGGUCAACUCCUU-3'; for siCebpb #3, sense 5'-GGUUUCGGGACUUGAUGCAUU -3' and antisense 5'-UGCAUCAAGUCCCGAAACCUU-3'; siCebpb #4, sense 5'-GCAACACACGUGUAAACUGUUU -3' and antisense 5'-ACAGUUACACGUGUGUUGCUU-3'; for negative control, sense 5'-CCUCGUGCCGUUCCAUCAGGUAGUU-3' and antisense 5'-CUACCUGAUGGAACGGCACGAGGUU -3'.

### **Luciferase reporter gene assay**

To make *Ccl2/Ccl7/Ccl12* gene promoter constructs, p300-BE regions of each gene were prepared by PCR amplification of mouse genomic DNA obtained from C22 cells. The amplified product was purified and cloned into pGL3.0. This chemokine's reporter gene was used as a template for all subsequent mutation constructs. To perform the luciferase reporter assay, the cells were transiently transfected with 0.5 ug of chemokine reporter gene in 24-well plates. After 24 hours of incubation, the cells were treated with 10 ng/mL of TGF- $\beta$ <sub>1</sub> in serum-free medium for another 24 hours. The cells were harvested and lysed to assay luciferase activity using a luciferase assay system (Promega, Madison, WI, USA). Luminescence was measured by a MicroLumatPlus LB96V Microplate Luminometer (Berthold, Bad Wildbad, Germany).

#### **Western blot analysis and immunoprecipitation.**

Mouse lung and RLE-6TN cells were lysed in lysis buffer (20mM Tris-Cl, 150mM NaCl, 1% Triton X-100, 1.5% MgCl<sub>2</sub>, 1mM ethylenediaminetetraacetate, 1 mM Na<sub>2</sub>VO<sub>4</sub>, 1mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail at pH 7.5). Lysates were briefly vortexed and cleared by centrifugation at 16,000 × g for 20 min at 4°C; supernatants were collected and transferred to fresh tubes. Protein concentrations were determined using a 660-nm protein assay reagent (Thermo Fisher Scientific, Waltham, MA, USA). For immunoprecipitation assay, the lysates were then precleared with protein A/G agarose beads (Santa Cruz Biotechnology, Dallas, TX, USA) for 2 h and precipitated using protein A/G agarose beads. Equal amounts of protein extracts and immunoprecipitation products were subjected to electrophoresis on sodium dodecyl sulfate-polyacrylamide gels and transferred to nitrocellulose transfer membranes (Whatman, Dassel, Germany). The membranes were blocked in Tris buffer (pH 7.4) containing 0.1% (v/v) Tween 20 (Sigma-Aldrich) and 5% (w/v) nonfat Difco skim milk (BD Biosciences, San Jose, CA, USA), and then probed with primary antibodies. The following antibodies were used: anti-p300, anti C/EBP $\beta$ , UCHL3 and anti-

C/EBP $\alpha$  (Santa Cruz Biotechnology, Dallas, TX, USA); Anti-HA, p-Smad3 and Lamin A/C antibodies (Cell Signaling, Danvers, MA, USA); anti- $\beta$ -actin (Sigma-Aldrich, St. Louis, MO, USA). The membranes were then washed with 1 $\times$  PBST, incubated with the appropriate secondary anti-rabbit or anti-mouse horseradish peroxidase-conjugated antibodies (Thermo Fisher Scientific, Waltham, MA, USA) for 1 h, and visualized using the LAS-3000 system (Fujifilm, Stamford, CT, USA) with an enhanced chemiluminescence detection reagent (Thermo Fisher Scientific, Waltham, MA, USA).

**Supplementary Table 1: Demographic and clinical data of study population.**

|                                | <b>Control (n=16)</b>  | <b>IPF (n=42)</b>      | <b>P-value</b> |
|--------------------------------|------------------------|------------------------|----------------|
| Age, years                     | 62.0 (34.0-83.0)       | 60.5 (31.0-69.0)       | 0.1314         |
| Height, cm                     | 160.5 ± 9.6            | 167.0 ± 7.7            | 0.1091         |
| Weight, kg                     | 66.5 ± 16.7            | 62.0 ± 11.1            | 0.2997         |
| IPF stage, I:II:III (n)        | N/A                    | 1:20:21                |                |
| FVC, L                         | 3.0 ± 0.6              | 1.4 ± 0.5              | <0.0001        |
| FVC, % predicted               | 94.5 ± 12.8            | 37.0 ± 11.1            | <0.0001        |
| FEV <sub>1</sub> , L           | 2.2 ± 0.5              | 1.3 ± 0.6              | <0.0001        |
| FEV <sub>1</sub> , % predicted | 102.5 ± 14.3           | 47.0 ± 21.9            | <0.0001        |
| DLCO, mL/mmHg/min              | 18.1 ± 3.1             | 5.4 ± 6.2              | <0.0001        |
| DLCO, % predicted              | 95.5 ± 13.2            | 28 ± 10.6              | <0.0001        |
| p300 intensity/H&E             | 0.7293 (0.0844-2.4565) | 2.536 (0.6019-12.2473) | <0.0001        |

FVC, Forced Vital Capacity; FEV<sub>1</sub>, Forced Expiratory Volume in 1 s; DLCO, Diffusing Capacity for Carbon Monoxide. N/A, not applicable. Data are given as number (%), mean (± standard deviation), or median (interquartile range), as appropriate.

**Supplementary Table 2: List of primers used in qRT-PCR analysis.**

| Gene                |         | Sequence                          |
|---------------------|---------|-----------------------------------|
| rat <i>Gapdh</i>    | Forward | 5'-TGATTCTACCCACGGCAAGTT-3'       |
|                     | Reverse | 5'-TGATGGGTTTCCCATTGATGA-3'       |
| rat <i>Ccl2</i>     | Forward | 5'-CAGATGCAGTTAACGCCCCA-3'        |
|                     | Reverse | 5'-TTGAGCTTGGTGACAAAACTACAG-3'    |
| rat <i>Ccl7</i>     | Forward | 5'-GCACCGAGTCTGCCAACTTT-3'        |
|                     | Reverse | 5'-GGATGAATTGGTCCCATCTGGT-3';     |
| rat p300            | Forward | 5'-CCAGCCCAGACCAGAATTCAAT-3'      |
|                     | Reverse | 5'-CTAGTGTACTCTGTGAGAGGTTTGAA-3'  |
| rat <i>Cebpa</i>    | Forward | 5'-GTCAGTGGTCAACTCCAGCAC-3'       |
|                     | Reverse | 5'-CAAGAACAGCAACGAGTACCG-3'       |
| rat <i>Cebpb</i>    | Forward | 5'-GGAGACGCAGCACAAAGGT-3'         |
|                     | Reverse | 5'-AGCTGCTTGAACAAGTTCCG-3'        |
| mouse <i>Gapdh</i>  | Forward | 5'-CGACTTCAACAGCAACTCCCCTCTTCC-3' |
|                     | Reverse | 5'-TGGGTGGTCCAGGTTTCTTACTCCTT-3'  |
| mouse p300          | Forward | 5'-CTGTGAACAACATGAGTGCTAGTCC-3'   |
|                     | Reverse | 5'-TGAGCTGCTGTTGGCAAAGG-3'        |
| mouse <i>Ccl2</i>   | Forward | 5'-CAGATGCAGTTAACGCCCCA-3'        |
|                     | Reverse | 5'-TTGAGCTTGGTGACAAAACTACAG-3'    |
| mouse <i>Ccl7</i>   | Forward | 5'-GAGTCTGCCAGCTCTCACTG-3'        |
|                     | Reverse | 5'-GCATTGGGCCCATCTGGTTG-3'        |
| mouse <i>Ccl12</i>  | Forward | 5'-CCGGGAAGCTGTGATCTTCAGG-3'      |
|                     | Reverse | 5'-TGGGGAATTCAGGGGGAAT-3'         |
| mouse <i>Arg1</i>   | Forward | 5'-AAGAATGGAAGAGTCAGTGTGG-3'      |
|                     | Reverse | 5'-GGGAGTGTTGATGTCAGTGTG-3'       |
| mouse <i>Cd206</i>  | Forward | 5'-ATGGATGTTGATGGCTACTGG-3'       |
|                     | Reverse | 5'-TTCTGACTCTGGACACTTGC-3'        |
| mouse <i>Cd163</i>  | Forward | 5'-AGTCATCTGCACTGGGAAAG-3'        |
|                     | Reverse | 5'-CAGTTTTCTTTGTGGGCTTCG-3'       |
| mouse <i>Cox-2</i>  | Forward | 5'-CTGGGGGAAGAAATGTGCCA-3'        |
|                     | Reverse | 5'-GCCATTTCCTTCTCTCCTGTAAGT-3'    |
| mouse <i>Cxcl10</i> | Forward | 5'-CCACGTGTTGAGATCATTGCC-3'       |
|                     | Reverse | 5'-GAGGCTCTCTGCTGTCCATC-3'        |

**Supplementary Table 3: List of primers used in ChIP assay**

| Gene                  |         | Sequence                             |
|-----------------------|---------|--------------------------------------|
| mouse <i>Ccl2</i> #1  | Forward | 5'-CCTTGCTGAGTATCTCCTAAATGC -3'      |
|                       | Reverse | 5'- CGTTTCAAGCCATACTTTCTTCCAA -3'    |
| mouse <i>Ccl2</i> #2  | Forward | 5'- TGGAGGATCACAGTAGCTGTCA -3'       |
|                       | Reverse | 5'- GGACAAGGATGGAGAAGAGAGTC -3'      |
| mouse <i>Ccl2</i> #3  | Forward | 5'- CGGGAAACCCCAGCACGA -3'           |
|                       | Reverse | 5'- CTCTTAAACGGCAGTGTTTGATTCA -3'    |
| mouse <i>Ccl2</i> #4  | Forward | 5'- CACTGTTCTAAGAGACTGGCAG -3'       |
|                       | Reverse | 5'- AGAGTAGTCTAAATCCTGACCCCTT -3'    |
| mouse <i>Ccl2</i> #5  | Forward | 5'- TGCAAAAGAGAGAAAACAGACCCT -3'     |
|                       | Reverse | 5'- TTAGCATCTGGCCTCTCCGG -3'         |
| mouse <i>Ccl2</i> #6  | Forward | 5'- TACTATTGCTCTGGGGAAAAAAATCTG -3'  |
|                       | Reverse | 5'- ACGGCTCCGGTTCGCTTT -3'           |
| mouse <i>Ccl2</i> #7  | Forward | 5'- GCATTTACCCCTTTGACAGCTAC -3'      |
|                       | Reverse | 5'- ATAATTTCTGGTTGAGTTTGACCATGGA -3' |
| mouse <i>Ccl7</i> #1  | Forward | 5'- CCCCCCCCCCTACTCCCT -3'           |
|                       | Reverse | 5'- CTGGGCTGGCCTTCCTCC -3'           |
| mouse <i>Ccl7</i> #2  | Forward | 5'- CCCTACATTCCAGGTCCAGT -3'         |
|                       | Reverse | 5'- CTTCGAGAAAAAGAAACCTAGTCAG -3'    |
| mouse <i>Ccl7</i> #3  | Forward | 5'- TGGCTGATATTCCACTCTATACTTTTAC -3' |
|                       | Reverse | 5'- TTAGTGCAGTCATTGTCAGGAA -3'       |
| mouse <i>Ccl12</i> #1 | Forward | 5'- GTATCAGCAAAATGAAAAGGCAATC -3'    |
|                       | Reverse | 5'- TAATGTTTATTGGTGATGAGCTTATTT -3'  |
| mouse <i>Ccl12</i> #2 | Forward | 5'- GGTTAAGAATATAATCACATAGTATACA -3' |
|                       | Reverse | 5'- TCTCACCCTCACACTCCCT -3'          |
| mouse <i>Ccl12</i> #3 | Forward | 5'- CACCCTCCAAAAGGCAGATTC -3'        |
|                       | Reverse | 5'- GCTGTACAGTTTCTGTCTACTG -3'       |

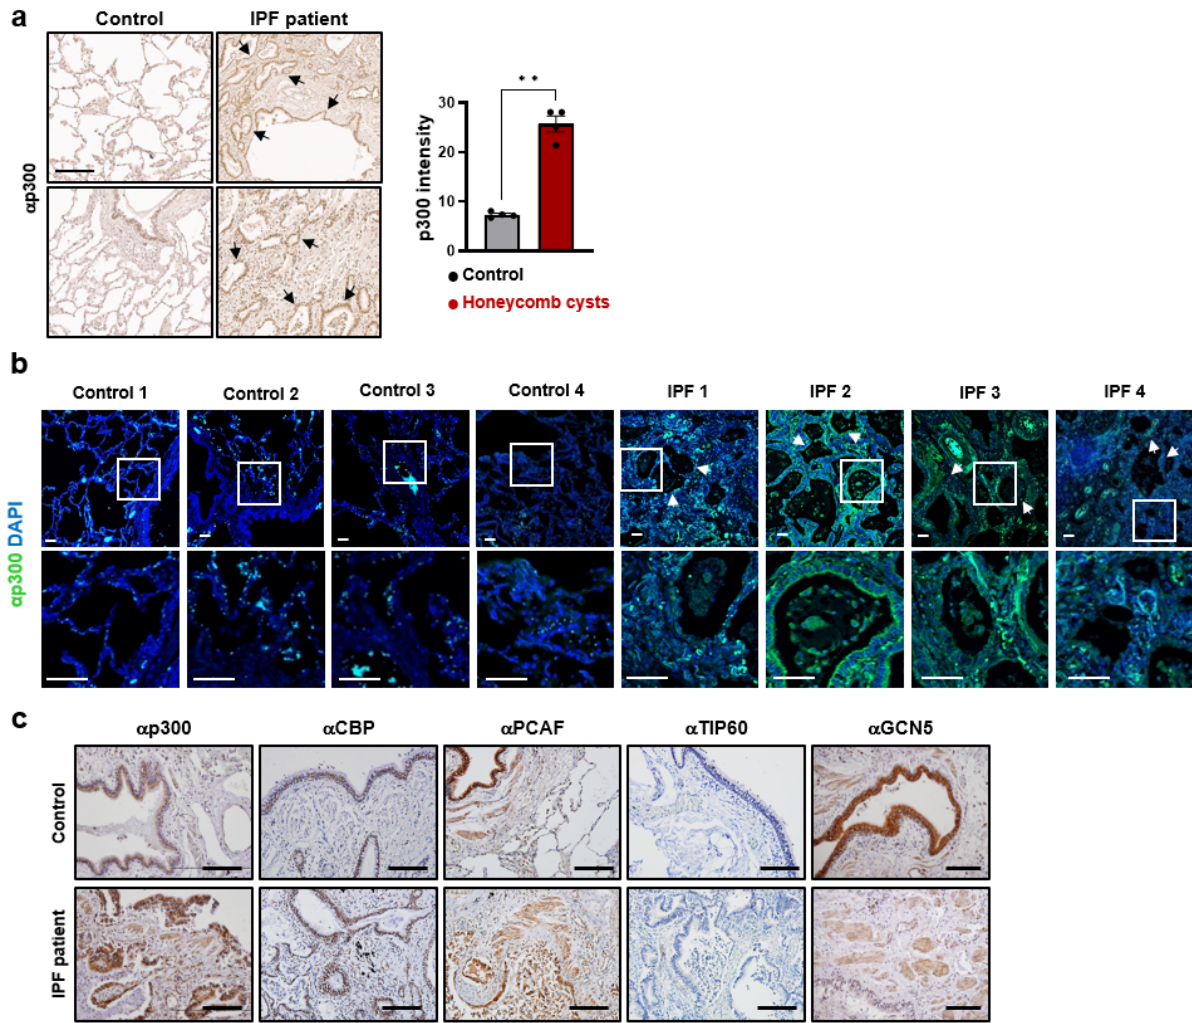

**Supplementary Fig. 1: Increased p300 expression in the honeycomb region of lungs from patients with IPF.**

**a** IHC staining for p300 protein in normal lung and honeycomb region of IPF lung. Black arrows indicate honeycomb cysts. p300 intensity was quantified using ImageJ software. Scale bars = 500  $\mu$ m. n = 4 per each group. \*\*P < 0.01, two-tailed t-test with Welch's correction. Error bars, mean  $\pm$  s.e.m. **b** Immunofluorescence staining against p300 was performed in IPF lungs. White arrows indicate honeycomb cysts. Scale bars = 50  $\mu$ m. **c** IHC staining for p300, CBP, PCAF, TIP60, GCN5 protein in lung samples from IPF patients and control subjects. Scale bar = 100  $\mu$ m.

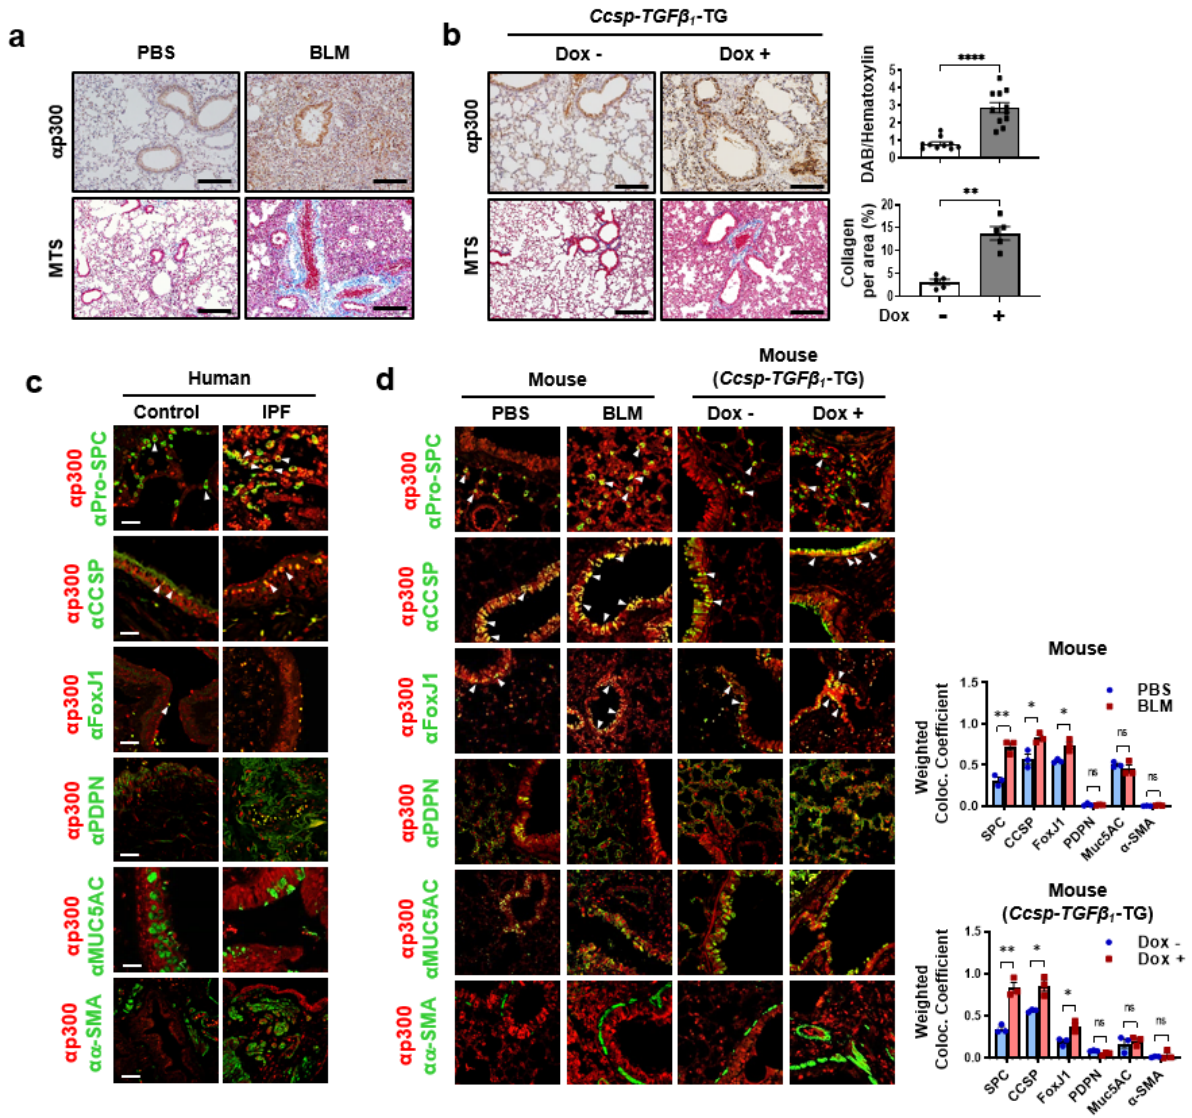

**Supplementary Fig. 2: p300 expression is significantly increased in the lung epithelial cells of patients with IPF and lung fibrosis mouse models**

**a, b** p300 IHC and MTS for collagen in lung samples from BLM-induced lung fibrosis (a) and *Ccsp-TGF- $\beta$ <sub>1</sub>-TG* model mice (b). Scale bar, 100  $\mu$ m. Dot plot represents p300 intensity/Hematoxylin ratio or p300/blue region of MTS.  $n = 5-11$  mice/group, two-tailed Mann-Whitney  $U$  test.  $**P < 0.01$ ;  $****P < 0.0001$ . **c, d** Immunofluorescence assay in human (c) and mouse lungs (d) using the indicated antibodies. Arrowheads indicate co-localization of p300 and each specific cell marker. Scale bars, 50  $\mu$ m. Cell markers are as follows: Pro-SPC, ATII cells; CCSP, club cells; FoxJ1, ciliated cells; PDPN, ATI cells; Muc5AC, goblet cells;

and  $\alpha$ -SMA, fibroblasts. Weighted co-localized coefficient was calculated using ZEN 3.0 software.  $n = 3$  per each group. All average data are mean  $\pm$  s.e.m. n.s., not significant;  $*P < 0.05$ ;  $**P < 0.01$ , two-tailed Mann–Whitney  $U$  test.

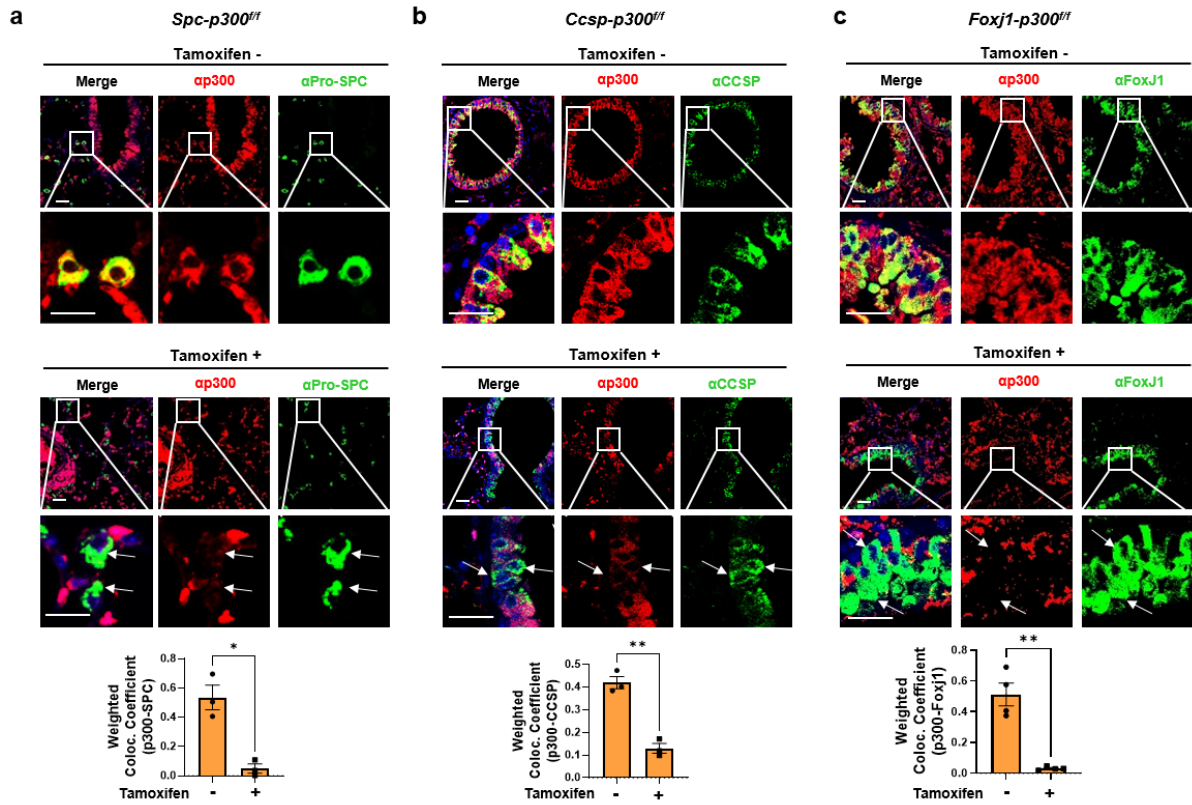

**Supplementary Fig. 3: Validation of p300 ablation in the lungs of *Spc-p300<sup>ff</sup>*, *Ccsp-p300<sup>ff</sup>*, and *Foxj1-p300<sup>ff</sup>* mice.**

Co-immunofluorescence analysis of p300 and cell-specific markers was performed in the lungs of (a) *Spc-p300<sup>ff</sup>*, (b) *Ccsp-p300<sup>ff</sup>*, and (c) *Foxj1-p300<sup>ff</sup>* mice to verify the deletion of p300. After tamoxifen was injected, colocalized areas were diminished (White arrows). Scale bars, 20 μm. Weighted co-localized coefficient was calculated using ZEN 3.0 software. Error bars, mean ± s.e.m.  $n = 3$  per each group. n.s., not significant; \* $P < 0.05$ , \*\* $P < 0.01$ , two-tailed  $t$  test with Welch's correction.

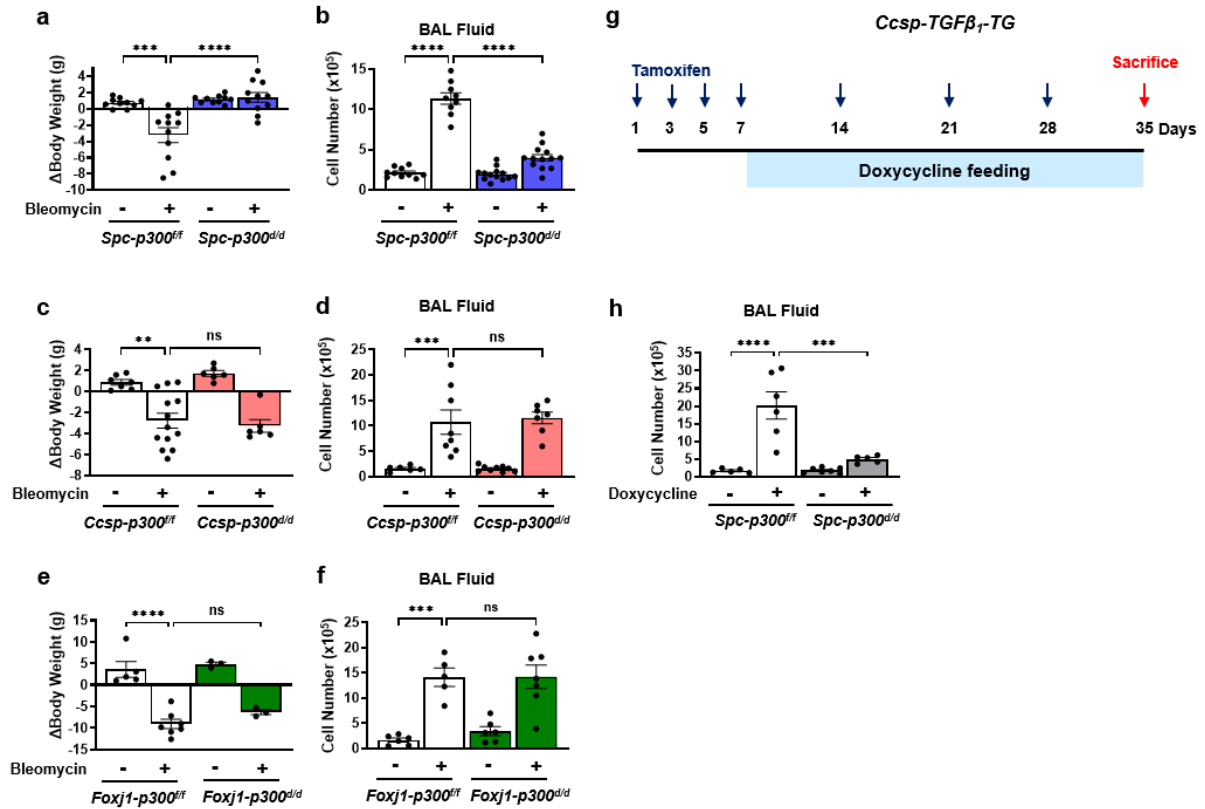

**Supplementary Fig. 4: Effect of bleomycin treatment on body weight and BAL fluid cells count in control and epithelial cell-specific p300 knockout mice.**

**a, c, and e** Body weight loss in PBS or BLM-treated (a) *Spc-p300<sup>f/f</sup>*, (c) *Ccsp-p300<sup>f/f</sup>*, and (e) *Foxj1-p300<sup>f/f</sup>* mice with or without tamoxifen. **b, d, f, and h** Total cell counts in BAL fluid were determined after the instillation of BLM or PBS in (b) *Spc-p300<sup>f/f</sup>*, (d) *Ccsp-p300<sup>f/f</sup>*, (f) *Foxj1-p300<sup>f/f</sup>*, and (h) *Spc-p300<sup>f/f</sup>* in *Ccsp-TGF-β<sub>1</sub>-TG* mice with or without tamoxifen. **g** Schematic of the experimental design and timeframe. 8–10-week-old control and *Spc-p300<sup>f/f</sup>* in *Ccsp-TGF-β<sub>1</sub>-TG* mice were injected with tamoxifen 3 times for the first week, maintained on doxycycline throughout the course of the experiment. Error bars represent the mean ± s.e.m. of n = 3-15 mice per group. One-way ANOVA with Tukey's test. ns, not significant, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

**a Primary ATII cells sorting strategy**

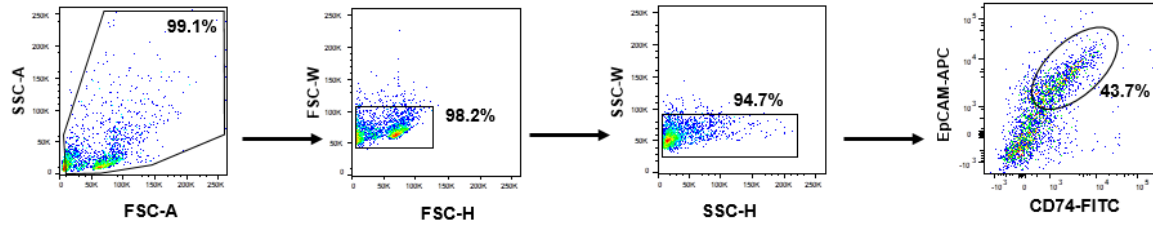

**b Primary ATII cells**

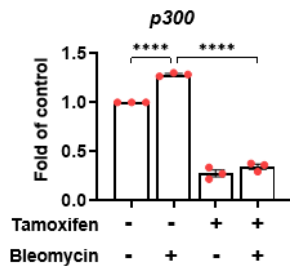

**Supplementary Fig. 5: Isolation of primary ATII cells from the lungs of *Spc-p300<sup>ff</sup>* mice with or without BLM treatment.**

**a** Gating and sorting strategies for the isolation of primary ATII cells ( $CD74^{+}EpCAM^{+}$ ) are shown. Cells were stained with CD74-APC and EpCAM-FITC antibodies, and then selected based on forward scatter (FSC) and side scatter (SSC; gated cell population). Aggregates and doublets are excluded using side and forward scatter areas versus their respective width parameters. Next, gating on ATII cells was used for sorting of double-positive population. **b** After vehicle or tamoxifen treatment, isolated ATII cells from *Spc-p300<sup>ff</sup>* mice treated with or without BLM injection were used to perform qRT-PCR analysis. Error bars represent the mean  $\pm$  s.e.m. of  $n = 3$  mice per group. One-way ANOVA with Tukey's test. \*\*\*\* $P < 0.0001$ .

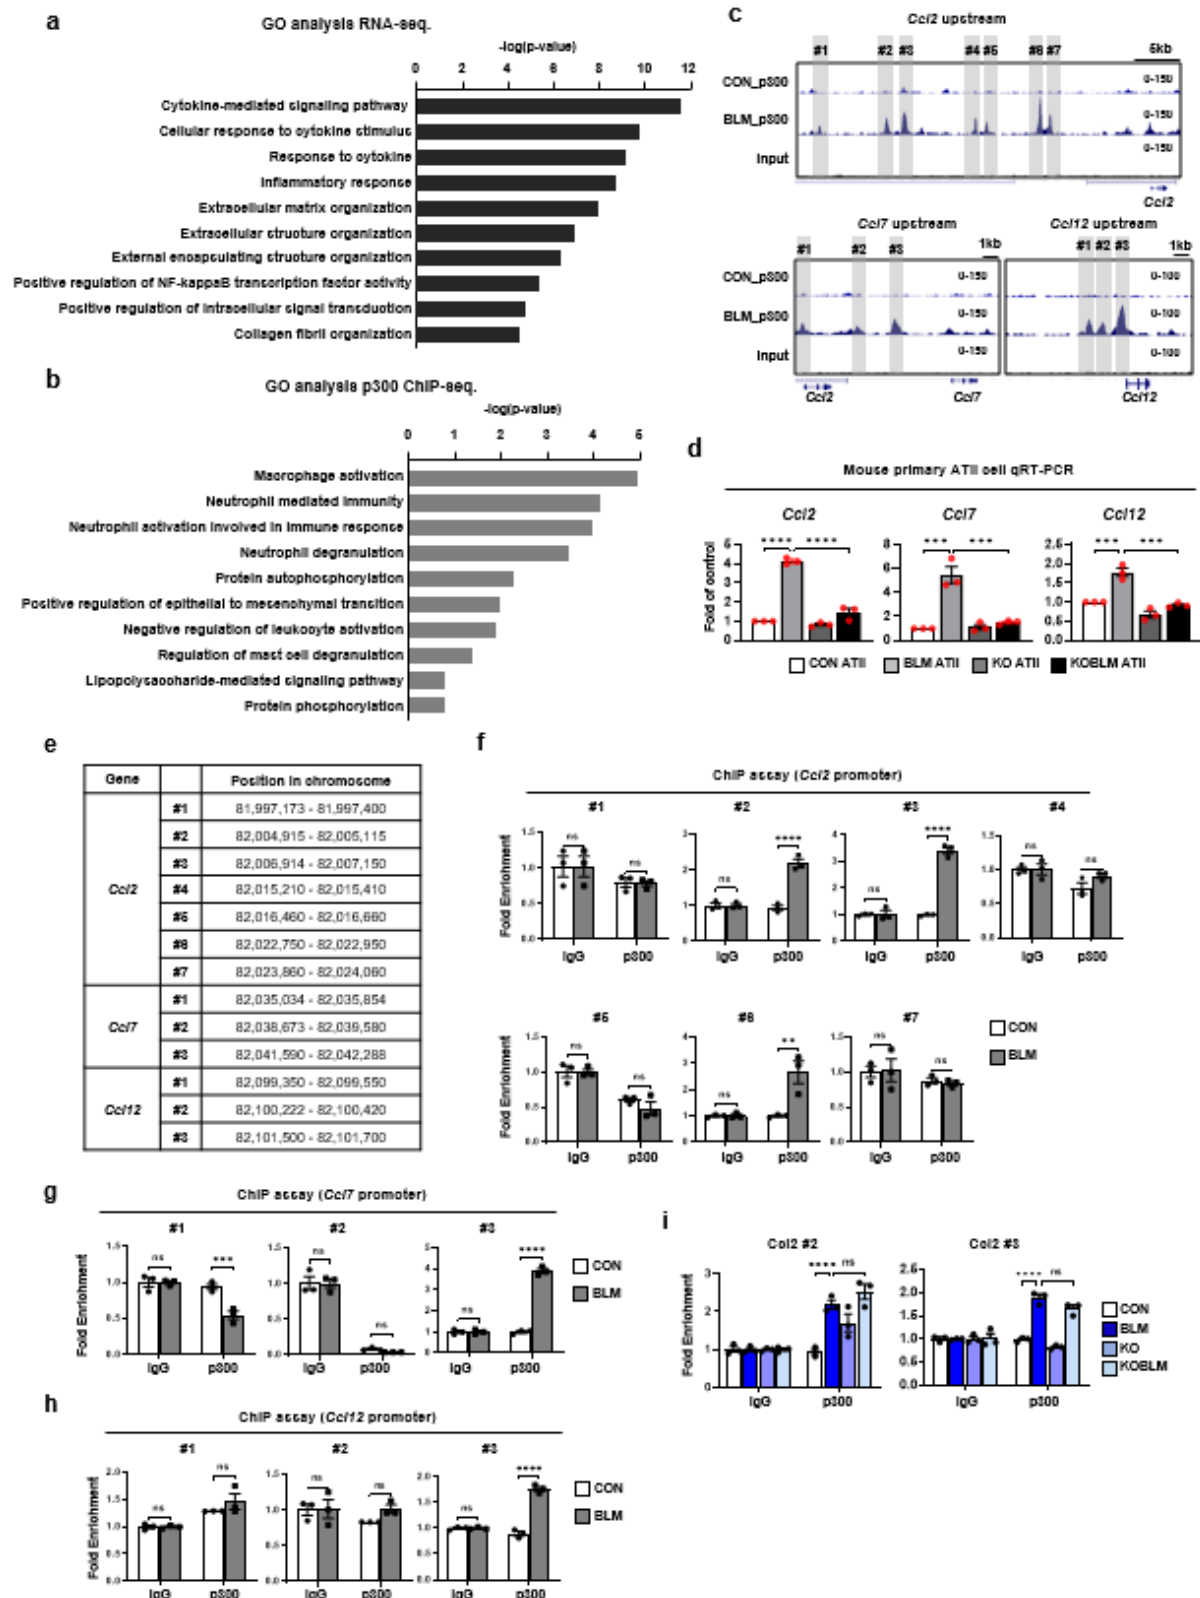

Supplementary Fig. 6: Gene Ontology analysis of RNA-seq and ChIP-seq and identification of p300 binding sites (BEs) in *Ccl2*, *Ccl7*, and *Ccl12* genes.

**a, b** Gene ontology analysis of differentially expressed genes (DEGs) in RNA-seq (a) and p300-binding increased genes in ChIP-seq (b) data using EnrichR. The lengths of bars indicate the log 10-transformed *P*-value. **c** UCSC genome browser visualizes the p300 binding sites of *Ccl2*, *Ccl7* and *Ccl12* upstream in the lungs of PBS or BLM-treated mice. **d** Primary ATII cells were isolated from PBS or BLM-treated *Spc-p300<sup>ff</sup>* or *Spc-p300<sup>d/d</sup>* mouse lung. The levels of indicated genes were analyzed by qRT-PCR. *n* = 3. **e** Putative p300 binding sites upstream of *Ccl2*, *Ccl7*, and *Ccl12* genes based on ChIP-seq. The numbers indicate the distances from each gene. **f-h** ChIP assay demonstrated that p300 binding upstream of (f) *Ccl2*, (g) *Ccl7*, and (h) *Ccl12* genes increased in the fibrotic lung compared with the normal lung. Error bars represent the mean  $\pm$  s.e.m. of *n* = 3 mice per group. **i** Recruitment of p300 to the upstream of *Ccl2* had no differences when *p300* gene was knockout in ATII cells. ChIP assay was performed using the indicated antibodies. DNA samples were analyzed by qPCR (*n* = 3). Statistical analysis was performed with two-tailed Mann-Whitney test. Error bars represent mean  $\pm$  s.e.m. ns, not significant, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001.

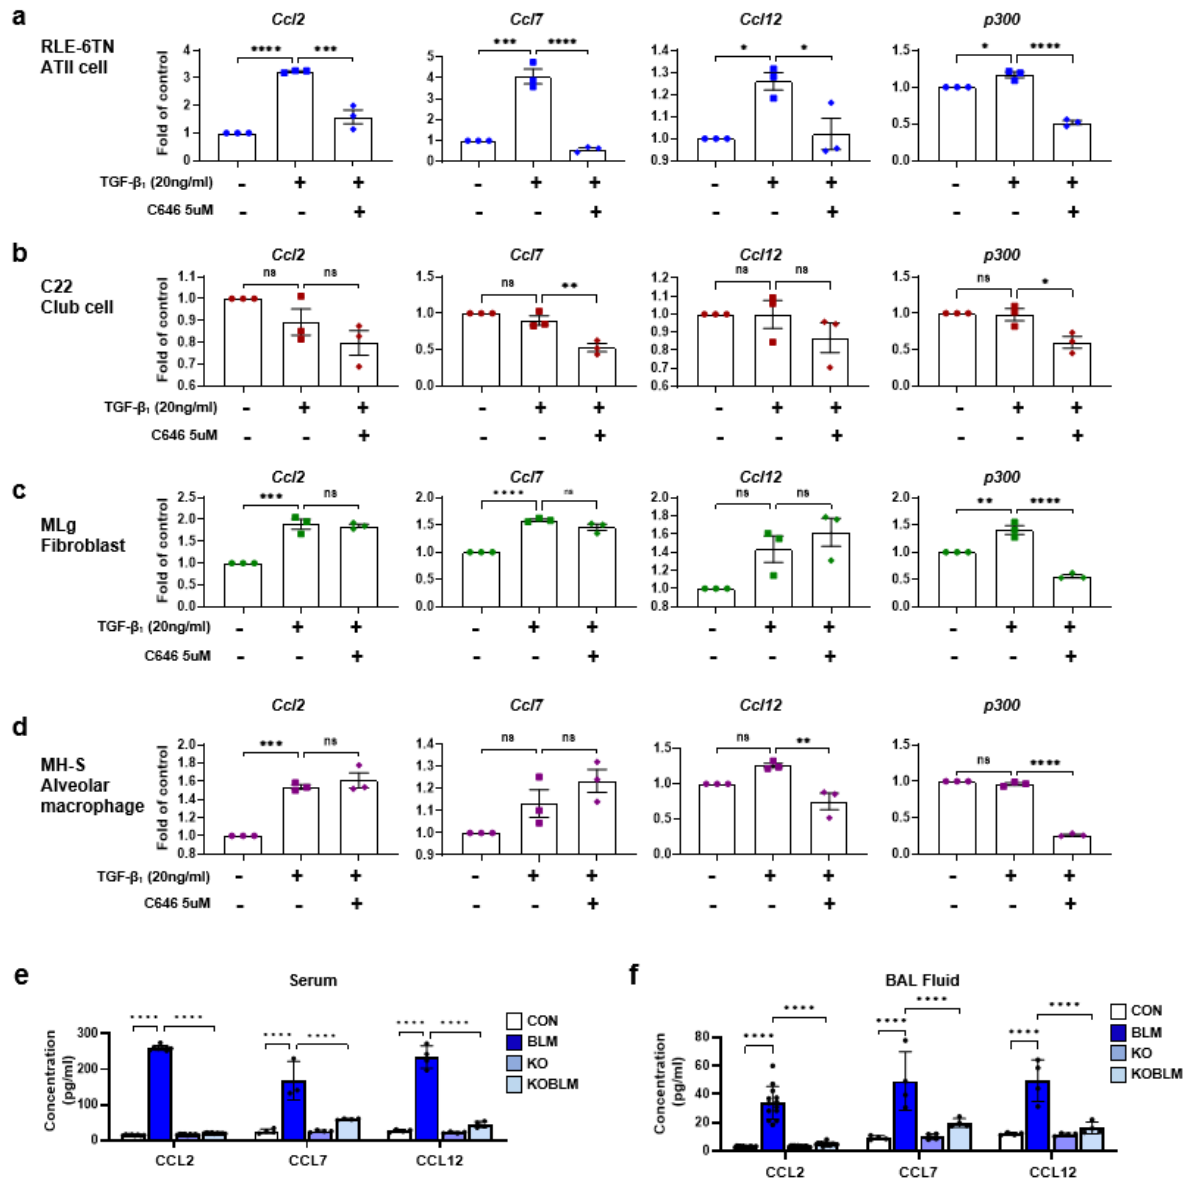

**Supplementary Fig. 8: Inhibition of p300 inhibits mRNA and protein expression of *Ccl2*, *Ccl7*, and *Ccl12* genes in ATII cells.**

**a-d** (a) RLE-6TN ATII cells, (b) C22 club cells, (c) MLg fibroblast cells, and (d) MH-S macrophage cells were treated with C646. C646 treatment was performed 2 hours before TGF- $\beta_1$  treatment. After 24 hours of TGF- $\beta_1$  treatment, the cells were harvested. Relative expression levels of indicated genes were measured by qRT-PCR. **e, f** Enzyme-linked immunosorbent assay of CCL2, CCL7 and CCL12 protein in serum (e) and BAL fluid (f) of mouse sample. Error bars represent the mean  $\pm$  s.e.m. of  $n = 3$  mice per group. Statistical analysis was

performed with one-way ANOVA (a-d) or two-way ANOVA (e, f) with Tukey's test. ns, not significant,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ .

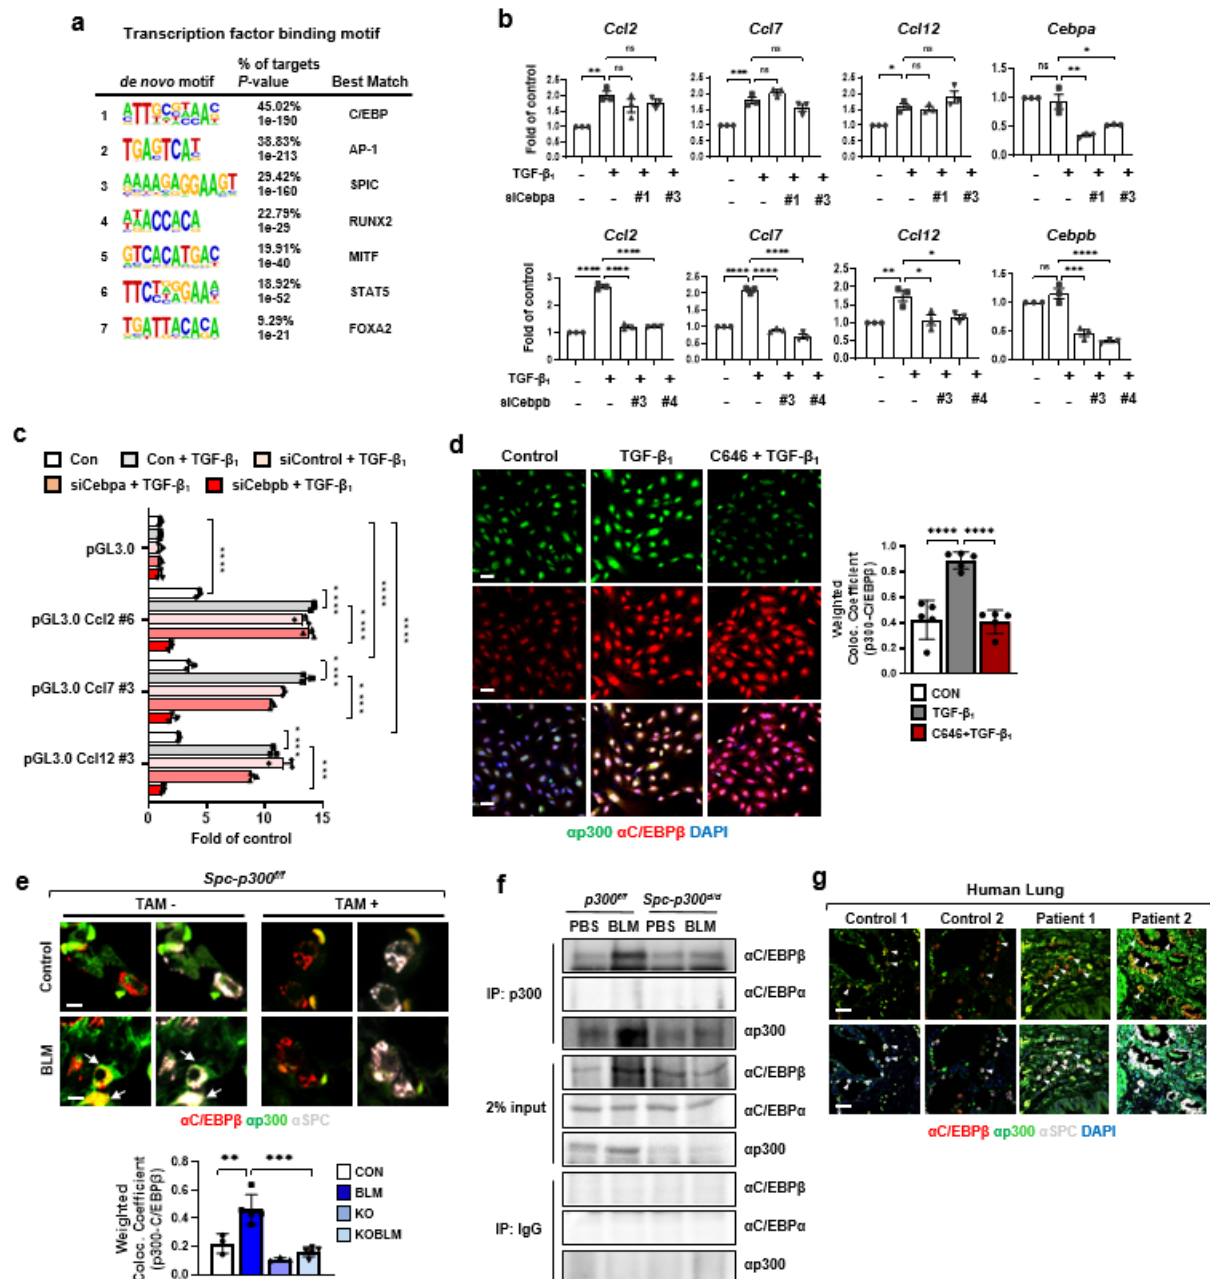

**Supplementary Fig. 9: C/EBP $\beta$  but not C/EBP $\alpha$  interacts with p300 to mediate the transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* genes in ATII cells.**

**a** De novo motif analysis of p300 binding sites using HOMER. **b** Relative expression levels of chemokine genes were determined by qRT-PCR when *Cebpa* or *Cebpb* was knocked down. **c** Luciferase reporter assay was performed using p300-binding site constructs for chemokine genes when *Cebpa* or *Cebpb* was knocked down. **d** Colocalization of p300 (green) and C/EBP $\beta$  (red) in RLE-6TN ATII cells by IF staining. Scale bars, 20  $\mu$ m. Weighted co-localized

coefficient was calculated using ZEN 3.0 software.  $n = 3$  per group. **e** Representative immunofluorescence images obtained using confocal microscopy of ATII cells of lung fibrosis mouse model from *Spc-p300<sup>ff</sup>* or *Spc-p300<sup>d/d</sup>* stained with C/EBP $\beta$  (red), p300 (green), SPC (grey). Arrows indicate co-localized regions.  $n = 3$  for group. Scale bars = 5  $\mu$ m. Weighted co-localized coefficient was calculated using ZEN 3.0 software. **f** Immunoprecipitation assay for p300 in PBS- or BLM-treated lung samples from *Spc-p300<sup>ff</sup>* and *Spc-p300<sup>d/d</sup>* mice. **g** Human lung samples were stained with indicated antibodies; healthy individuals ( $n = 14$ ), IPF patients ( $n = 44$ ). Arrowheads indicate co-localized region in ATII cells. Scale bar = 50  $\mu$ m. Error bars represent the mean  $\pm$  s.e.m. of  $n = 3$  mice per group. Statistical analysis was performed with one-way ANOVA with Tukey's test. ns, not significant,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ .

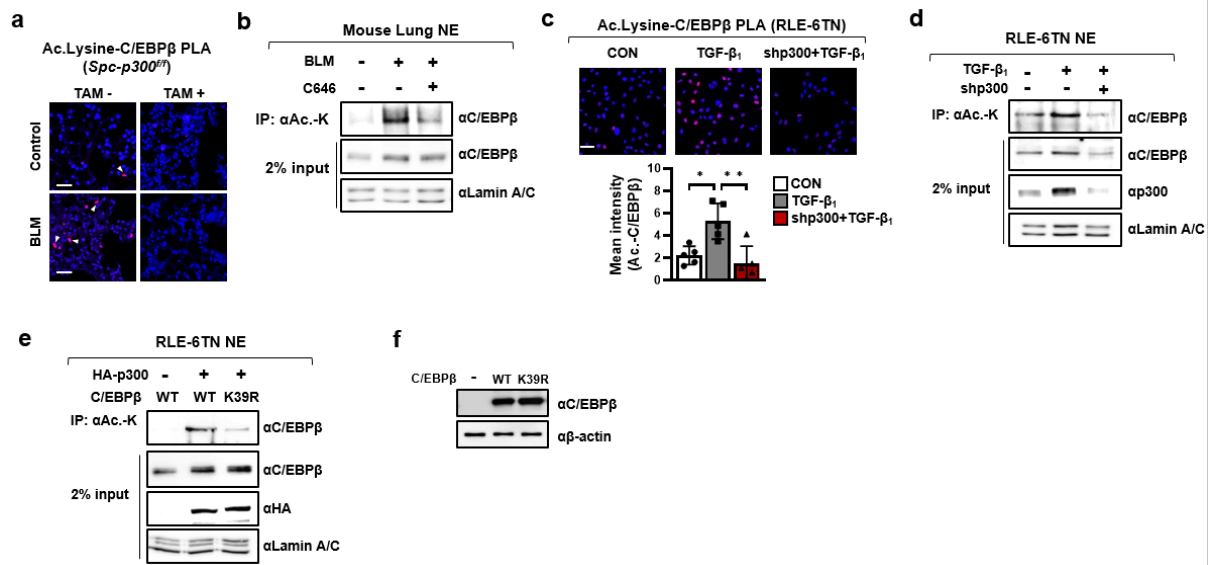

**Supplementary Fig. 10: p300 acetylates C/EBPβ to promote TGF-β<sub>1</sub>-induced transcriptional activation of chemokine genes in ATH cells.**

**a** Analysis of a proximity ligation assay (PLA) by visualization of the acetylated C/EBPβ protein in *Spc-p300<sup>ff</sup>* or *Spc-p300<sup>d/d</sup>* mice treated with or without BLM.  $n = 3$  for group. Scale bar = 50 μm. Arrowheads indicate positive signals. **b** Nuclear extract (NE) immunoprecipitation assay for acetylated C/EBPβ was performed in lungs from BLM-treated mice treated with control or C646. **c** RLE-6TN and shp300 RLE-6TN cells were treated with TGF-β<sub>1</sub> for 6 h and analyzed by *in situ* PLA using acetyl-lysine and C/EBPβ antibodies. Scale bars, 20 μm. Mean intensity was quantified using ZEN software. ( $n = 5$  per group) **d** Nuclear extracts were immunoprecipitated with acetyl-lysine antibody and immunoblotted with the indicated antibodies. **e** Cells were transfected with the indicated constructs, and immunoprecipitation assay was performed with the indicated antibodies. **f** RLE-6TN cells were transfected with the indicated constructs, and immunoblotting was performed with the indicated antibodies. Error bars represent the mean ± s.e.m.  $n = 3$  mice per group. One-way ANOVA with Tukey's test. \* $P < 0.05$ , \*\* $P < 0.01$ .

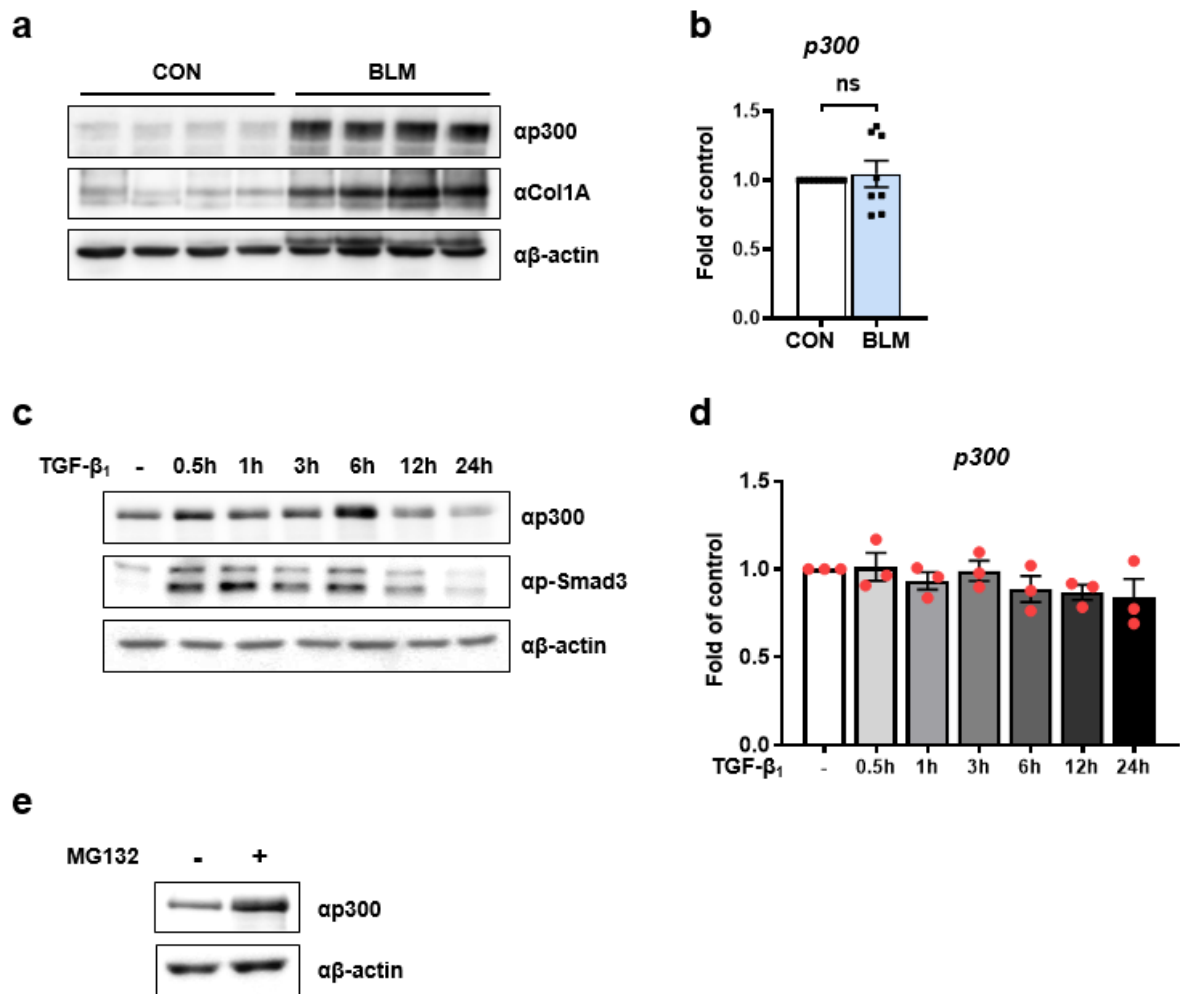

**Supplementary Fig. 11: p300 protein but not mRNA levels are increased in lung samples of lung fibrosis mouse model and TGF-β<sub>1</sub>-treated RLE-6TN ATII cell lines.**

**a** Immunoblotting of lung lysates of lung fibrosis mouse model and control mice. **b** qRT-PCR of lung RNA of lung fibrosis mouse model and control mice. ( $n = 6$  per group). **c** After 2 hours of serum starvation, RLE-6TN was treated TGF-β<sub>1</sub> (20 ng/ml) and harvested at indicated time for immunoblotting assay. **d** Relative expression levels of *p300* genes were measured by qRT-PCR. TGF-β<sub>1</sub>-treated samples were not statistically significant relative to control. **e** RLE-6TN ATII cells were treated with MG132 (10 μM) for 6 h. The expression levels of p300 were detected by immunoblotting assay. Error bars represent the mean ± s.e.m. of  $n = 3$  mice per

group. One-way ANOVA with Tukey's test. ns, not significant,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ .

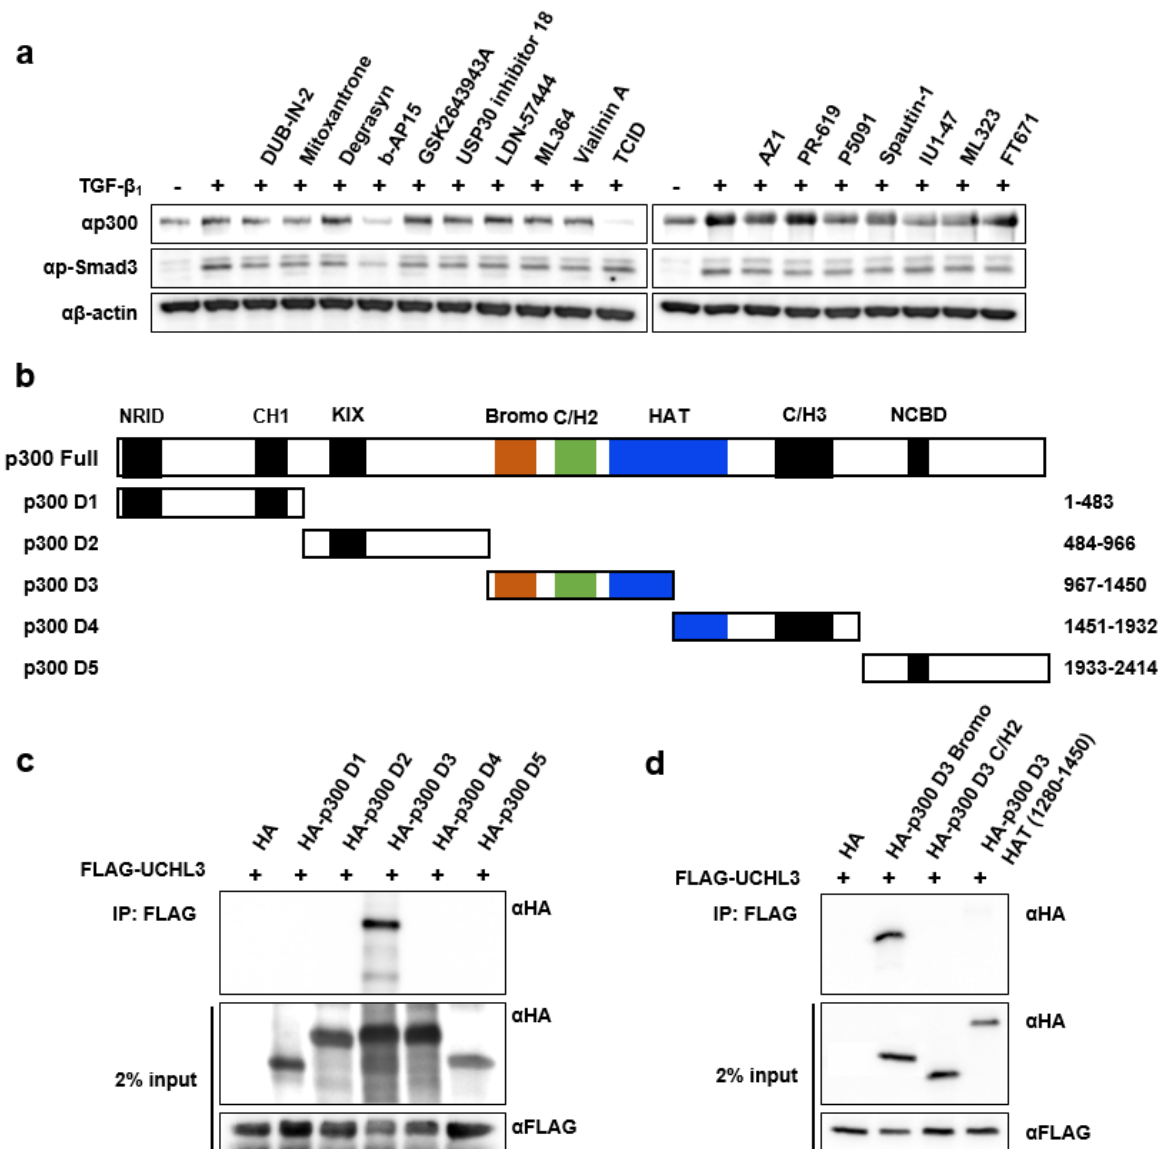

**Supplementary Fig. 12: Interaction between p300 and UCHL3 through specific domains.**

**a** Immunoblotting analysis to evaluate inhibition of p300 protein level by using DUB inhibitors.

**b** Illustration of p300 domains and the deletion mutants. NRID (nuclear receptor interaction domain), C/H1, C/H2, and C/H3 (cysteine-histidin-rich (CH) region 1, 2, and 3), KIX (kinase inducible domain of CREB interacting domain), Bromo (bromodomain), HAT (histone acetyltransferase), NCBD (nuclear co-activator-binding domain).

**c** In vitro transcription/translation and co-immunoprecipitation of UCHL3 and p300 domain plasmids. The samples were immunoprecipitated with anti-FLAG or anti-MYC.

**d** In vitro transcription/translation and co-immunoprecipitation of UCHL3 and p300 domain plasmids. The samples were immunoprecipitated with anti-FLAG or anti-MYC.

transcription/translation and co-immunoprecipitation of UCHL3 and each domain of p300 D3 plasmid.

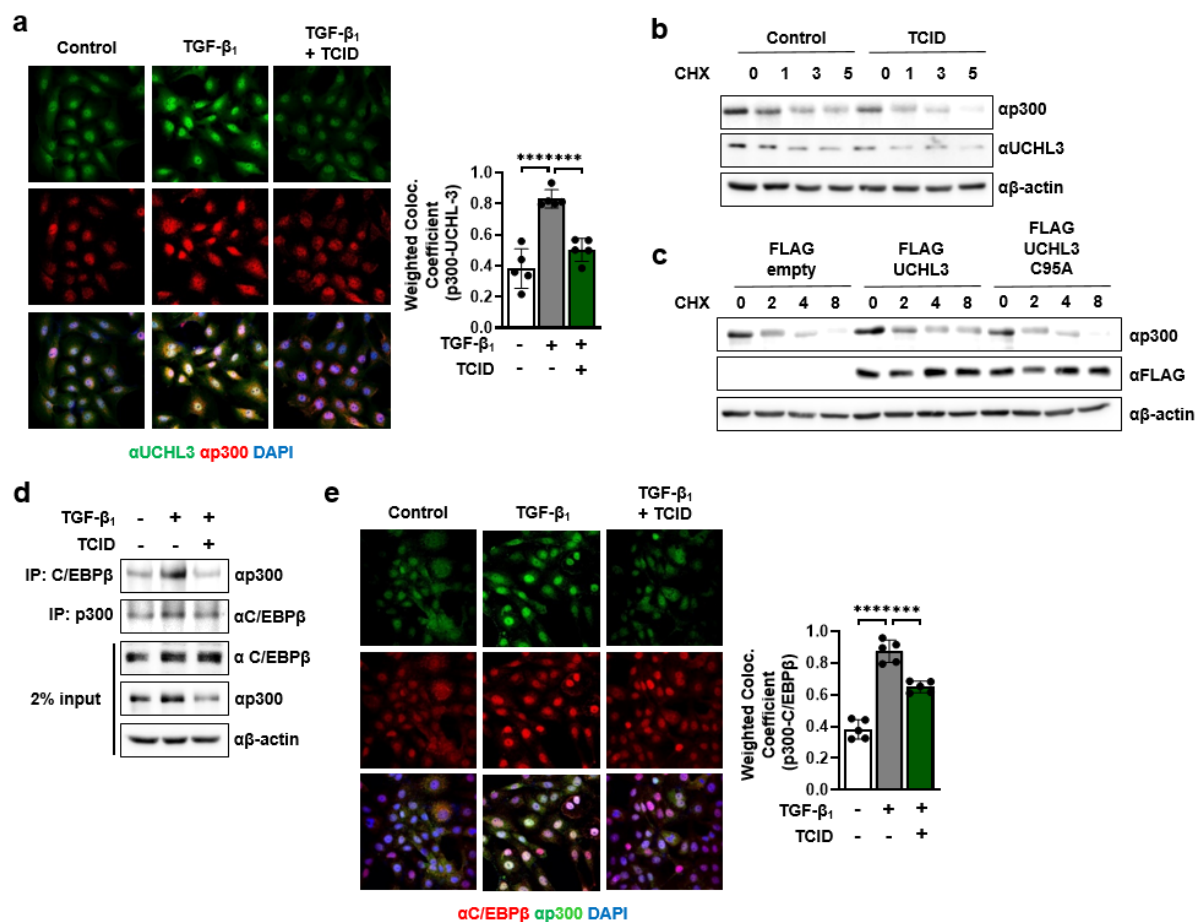

**Supplementary Fig. 13: TCID treatment in RLE-6TN ATII cell line stabilizes p300 protein levels and affects CCL2/7/12 chemokine expression and interactions between p300 and C/EBP $\beta$ .**

**a** Colocalization of p300 (red) and UCHL3 (green) in RLE-6TN ATII cells by IF staining. Scale bars, 20  $\mu$ m. Weighted co-localized coefficient was calculated using ZEN 3.0 software.  $n = 3$  per group. **b, c** Western blot analysis of indicated proteins in RLE-6TN cell lysates.  $\beta$ -actin was used as loading control. **d** Lysates of RLE-6TN cells were immunoprecipitated with p300 and C/EBP $\beta$  antibody and immunoblotted with the indicated antibodies. **e** Colocalization of p300 (green) and C/EBP $\beta$  (red) in RLE-6TN ATII cells by IF staining. Scale bars, 20  $\mu$ m. Weighted co-localized coefficient was calculated using ZEN 3.0 software.  $n = 3$  per group. Error bars represent the mean  $\pm$  s.e.m. of  $n = 3$  mice per group. One-way ANOVA with Tukey's test. ns, not significant, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ .

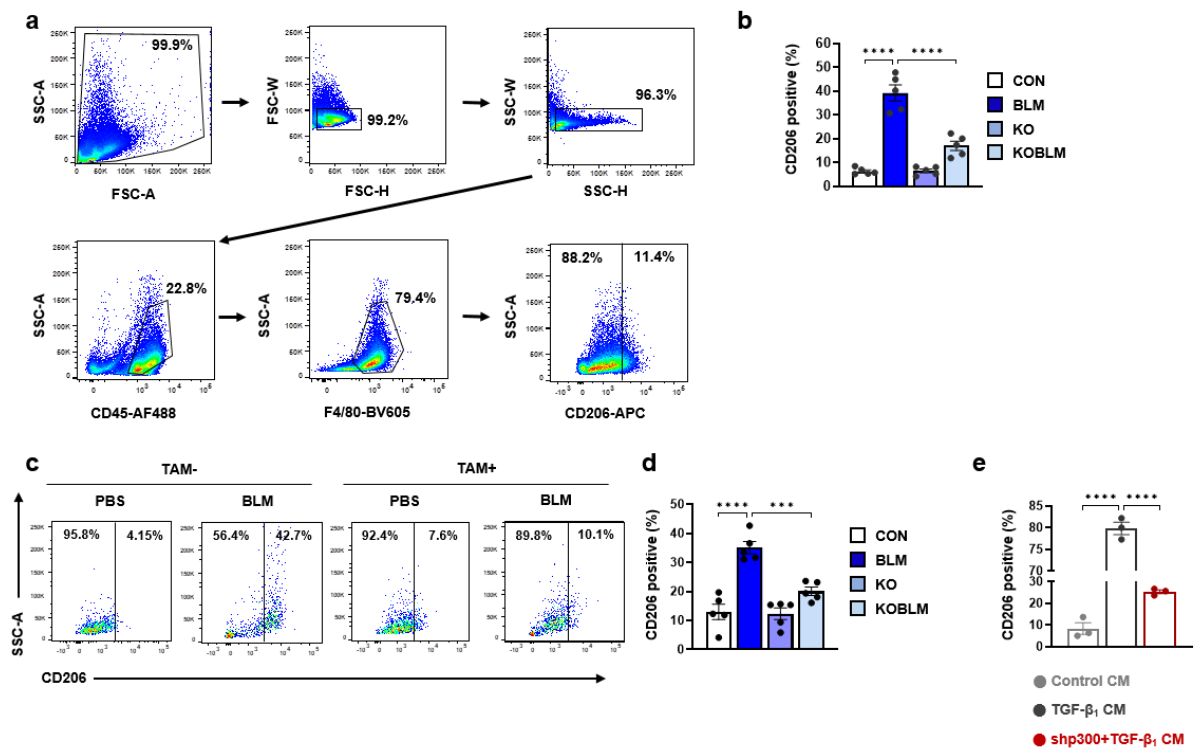

**Supplementary Fig. 14: Flow cytometry analysis for M2 macrophages in the lungs of *Spc-p300<sup>ff</sup>* mice.**

**a** Gating strategy of macrophage polarization in lung samples using CD45, F4/80 and CD206 antibodies. Sorted cells were selected on the basis of FSC and SSC characteristic. Aggregates and doublets are excluded using side and forward scatter areas versus their respective width parameters. Single cells were analyzed for CD45 positivity, and CD45<sup>+</sup> cells were then examined for F4/80 positive expression. The CD45<sup>+</sup>F4/80<sup>+</sup> cells were analyzed CD206-positive, M2 macrophage cells. **b** Quantification of the M2 macrophages from mouse lungs.  $n = 5$  per group. **c** Cells in BAL fluid were analyzed by flow cytometry BLM injection. **d** The graph indicates the percentage of M2 positive macrophage in BAL cells of the groups. **e** Quantification of CD206-positive cells in MH-S macrophages cocultured with or without CM from control or p300 knockdown RLE-6TN cells.  $n = 5$  per group. Error bars represent mean  $\pm$  s.e.m. \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ , one-way ANOVA followed by Tukey's test.

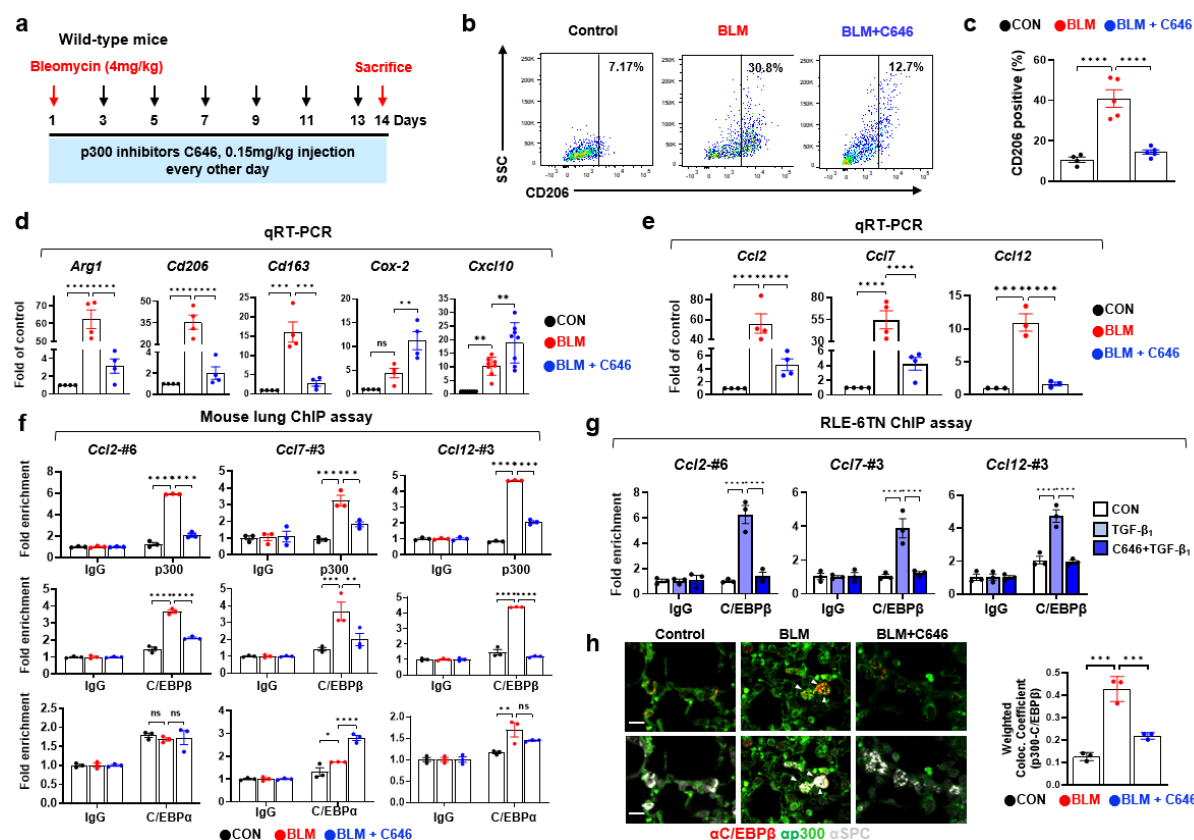

**Supplementary Fig. 15: Inhibition of p300 activity prevents the progression of lung fibrosis.**

**a** Flow chart for the C646 injection mouse experiment. Animals were divided into three groups: control, only BLM treatment, or BLM treatment with C646 injection. C646 was administered intraperitoneally every other day for 2 weeks after BLM treatment. **b** Flow cytometry analysis for M2 macrophages in BAL fluid to examine the effects of C646 injection. **c** The graph indicates the percentage of M2 macrophage in BAL cells of the groups.  $n = 4-5$  mice per group. **d** Relative *Arg1*, *Cd206*, *Cd163*, *Cox-2*, and *Cxcl10* mRNA levels in C646-injected mouse lung samples. **e** Relative expression of *Ccl2*, *Ccl7*, and *Ccl12* genes in the lungs of C646-injected mice. **f** ChIP assay for p300, C/EBP $\beta$ , and C/EBP $\alpha$  binding with the p300-BE of *Ccl2*, *Ccl7*, and *Ccl12* relative to input DNA in lung samples from C646-injected mice.  $n = 3$  each. **g** ChIP assay for C/EBP $\beta$  was conducted in C646-treated RLE-6TN ATII cells.  $n = 3$ . **h** Colocalization of p300 (green), C/EBP $\beta$  (red), and SPC (grey) by IF staining in indicated mouse lung samples.

Scale bar, 50  $\mu\text{m}$ .  $n = 3$ . The graph indicates weighted co-localized coefficient. Error bars represent mean  $\pm$  s.e.m. ns, not significant,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ , one-way ANOVA followed by Tukey's test.

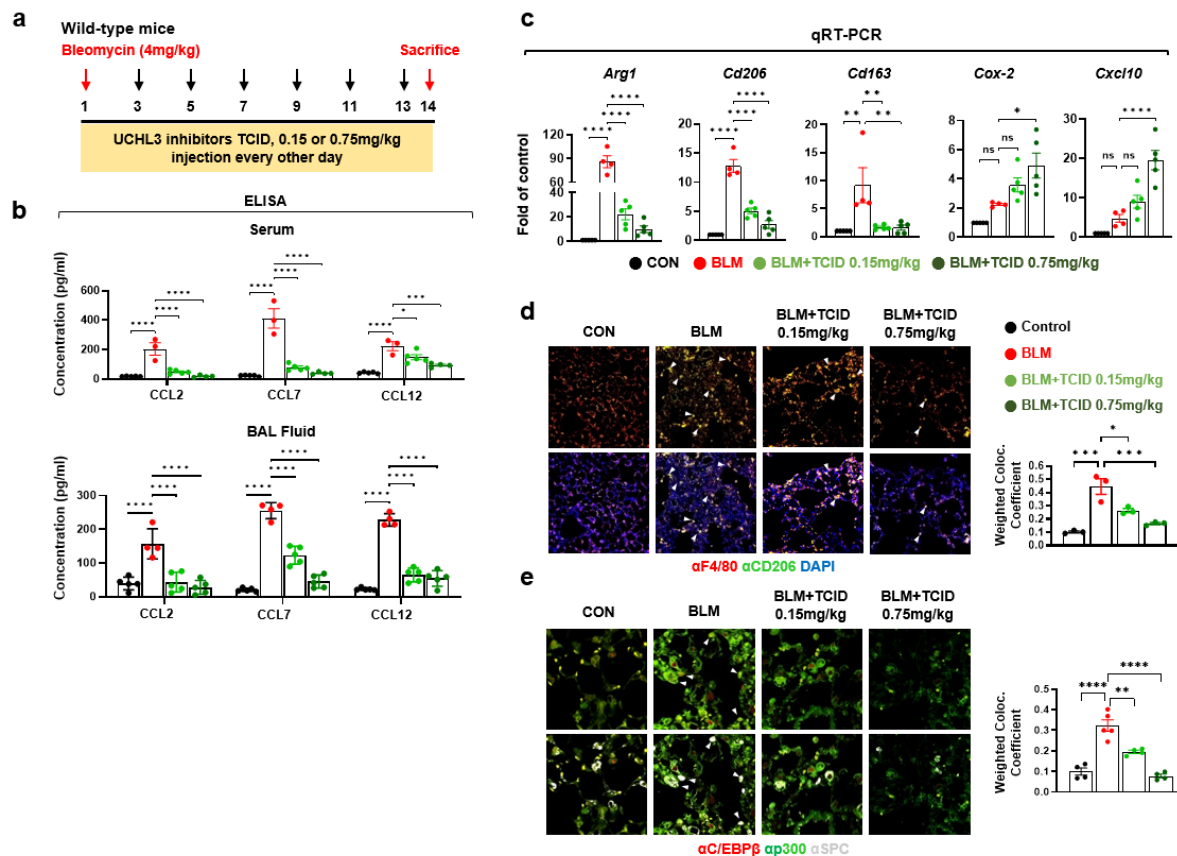

**Figure S16. Treatment of TCID alleviates the progression of bleomycin-induced lung fibrosis.**

**a** Flow chart for the TCID injection mouse experiment. Wild-type mice were divided into four groups: control, only BLM treatment, BLM treatment with 0.15 mg/kg TCID, and BLM treatment with 0.75 mg/kg TCID. TCID was administered intraperitoneally every other day for 2 weeks after BLM treatment. **b** ELISA analysis of CCL2, CCL7, and CCL12 protein in serum and BAL fluid from control or TCID-treated mice. **c** Relative *Arg1*, *Cd206*, *Cd163*, *Cox-2*, and *Cxcl10* mRNA levels in TCID-injected mouse lung samples. **d** IF analysis of CD206 (green) and F4/80 (red) with DAPI (blue) in the mouse lungs. Arrow heads indicated co-localized cells. Scale bar, 50  $\mu$ m.  $n = 3$ . **e** Colocalization of p300 (red), UCHL3 (green) in Club cells by IF staining in indicated mouse lung samples. Scale bar, 50  $\mu$ m.  $n = 3$ . The graph indicates weighted

co-localized coefficient. Error bars represent mean  $\pm$  s.e.m. ns, not significant,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ , one-way ANOVA followed by Tukey's test.

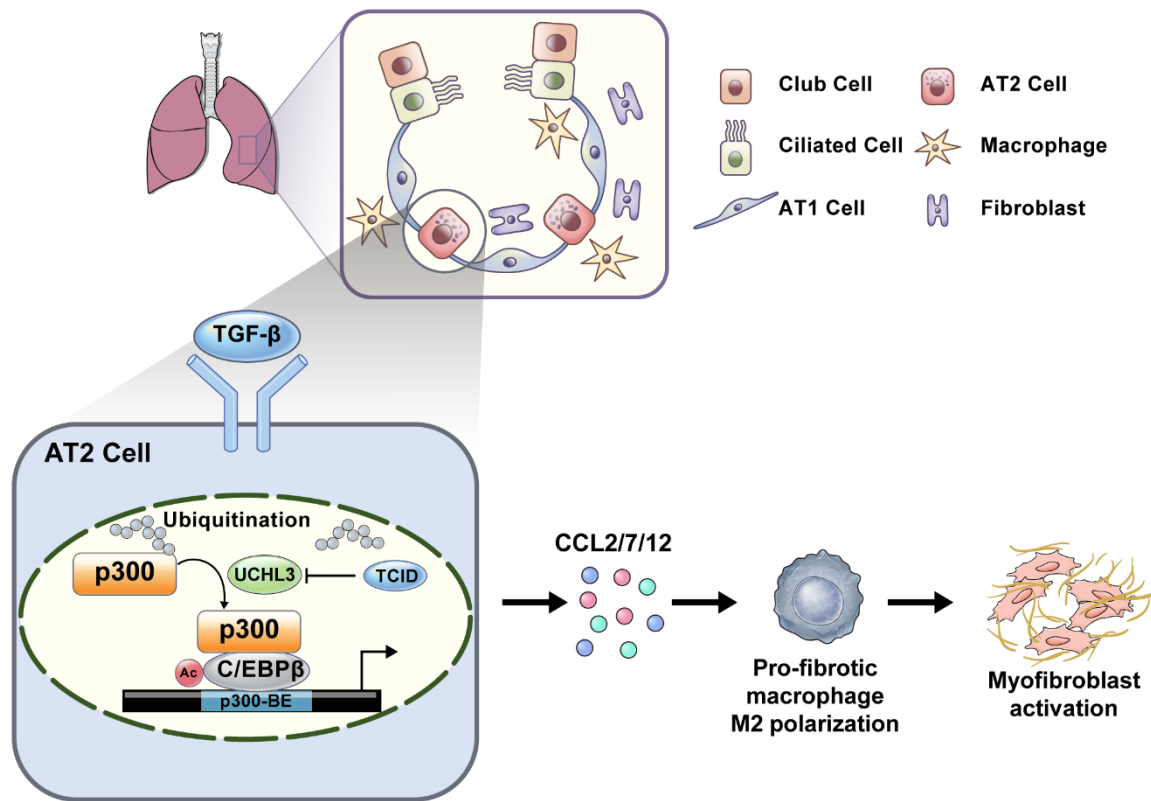

**Supplementary Fig. 17: Schematic model of study findings.**

Upon external stimuli in lung ATII cells, UCHL3 stabilizes p300 and p300 mediates the TGF- $\beta$ -induced transcriptional activation of *Ccl2*, *Ccl7*, and *Ccl12* chemokine genes through the cooperative action of C/EBP $\beta$ . The activation of chemokines induces macrophage polarization, which leads to the progression of lung fibrosis.

How the deposited data were processed for this re-analysis (not part of the article)

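RNA from sorted ATII cells of 12 mice was sequenced, with 3 mice in each of the groups Con, BLM, KO and KOBLM and 1 library per mouse. Conditions and replicate numbers were taken from the sample labels and the paper, and no label was changed. The authors deposited raw counts, the number of reads counted on each gene symbol in each library, without normalization. The kit reads the 3′ end of polyadenylated transcripts, so no correction for gene length was made. How the reads were trimmed, aligned and assigned to genes is not named in the paper's text, and the reads themselves were not analysed here. The ChIP-seq and qRT-PCR experiments were not analysed here either.

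Entries with the same symbol (79 entries of 35 symbols) were summed. The 12 libraries held between 7005005 and 11153154 counts, with a median of 9186234. A detection floor of 3 counts was used. A fold between group means is given as a lower bound where the lower group has no library above this floor. Log2 fold changes are those of the fits and carry no such mark. Where a group is at 0 counts, their size depends on the fit.

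Genes were filtered with filterByExpr of edgeR 4.0.16 by group (minimum count 10, minimum total count 15), which kept 13054 genes. The counts were scaled by the TMM method, with factors between 0.84 and 1.26, and fitted with edgeR's quasi-likelihood model of the 4 groups, which leaves 8 residual degrees of freedom. BLM was compared with Con, KOBLM with BLM, KO with Con and KOBLM with KO, and the difference between the effects of bleomycin in the genotypes was tested as an interaction. All tests were two-sided. A gene was counted as changed at a fold change over 1.5 (log2 0.585) and an unadjusted p under 0.05, the paper's threshold, and Benjamini-Hochberg adjusted values over all tested genes are given beside it. The paper's statistics section names Student's t test, the Mann-Whitney test and ANOVA for its experiments and does not name the test behind the sequencing comparisons.

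Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, over 17 lists per comparison. The effect of a list is the median log2 fold change of its genes minus that of all tested genes. Scores of single libraries and CPM of single genes were compared with exact permutation tests, in which 3 mice against 3 cannot give a p under 0.1. The groups, comparisons, gene lists, thresholds and most alternatives were fixed before the data were examined. Alternatives added later are named as such where their values are given.

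The alternatives were DESeq2's size factors or library size alone in place of TMM, no filter on low counts, the replicate number as a block, a model of only the 2 groups compared, an adjusted p, the fold change alone, a linear model of each gene on its own, DESeq2 1.42.0, and the omission of each library in turn. For the gene lists, fry of limma and fgsea 1.28.0 were used. R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

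The edgeR steps were checked on simulated data with 200 genes changed 8-fold in 3 against 3 libraries. With a low spread between libraries, 200 of the 200 genes had an adjusted p under 0.05, beside 10 false ones. With a spread like that of these libraries, 2 of the 200 did, and 115 passed a fold change over 1.5 at an unadjusted p under 0.05. At that unadjusted p, 645 other genes passed as well, and 657 did with the low spread.

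Genes named in the text are those the paper names, members of the lists that a sentence is about, and, by a rule that gave no gene here, the 5 most changed genes per direction with an adjusted p under 0.05, a mean of at least 10 CPM and groups that do not overlap. Rn45s and the pluripotency, Y-linked and Xist transcripts were chosen after their values were seen. Gene positions were taken from GENCODE M21 on GRCm38.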

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

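Of the tests of explanations given here, that of macrophage RNA was set in advance, and all others were chosen only after the results were seen. The comparisons and the cell-type and chemokine lists were fixed in advance, but the list results given here were not among those named for report.

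The effect of bleomycin on Ccl7 differed between the genotypes as labelled. The log2 change in the libraries labelled as p300-deleted minus that in the others was -12.75 (standard error 4.43, edgeR's interaction test). Adjusted by the Benjamini-Hochberg method, the p was 0.0406 over the 3 chemokines of the paper and 1.00 over all tested genes. For Ccl2 the interaction was -5.25, and for Ccl12 it was -8.94, with an adjusted p of 0.0753 over the 3 genes for each. The size of the Ccl7 value rests on groups near 0, since every Con library had 0 counts and a single KO library held 345. Ccl7 was at least 319-fold higher in BLM than in Con and at least 58.6-fold higher in KO than in Con. RNA from macrophages was tested as a source of the rise of Ccl2, Ccl7 and Ccl12 in BLM. The prediction was a rise of the macrophage marker list at least as large as that of the 3 genes. Its median log2 fold change was -1.89 in BLM against Con, a fall that came from the library labelled BLM 3, and without that library its effect relative to all tested genes was 0.20. The list summed to 6240.1 and 7697.1 CPM in BLM 1 and BLM 2, against 5108.8 ± 1051.2 CPM in Con (SD, n = 3). The list thus did not rise as much as the 3 genes with or without BLM 3, but a smaller rise is not excluded. As it stood at 5108.8 CPM in Con, rises of the whole list like those of Ccl7 and Ccl12 would exceed a library. The prediction could hardly be met for these, so its failure does not exclude macrophage RNA as a source. Of the paper's M2 macrophage markers, Arg1 had 47, 0 and 0 counts in Con and 26168, 19278 and 881 in BLM. Mrc1 (Cd206) was lower in BLM (log2 fold change -1.65) and Cd163 higher (3.43). Higher expression per macrophage was not tested. The macrophage marker CPM and the summed CPM of the 3 genes were compared within groups, both as log2 (CPM + 1). They had a Pearson r of 0.725 over the 12 libraries (exact permutation p = 0.153) and a Spearman rho of 0.559 (exact permutation p = 0.139). This r was 0.348 without the 2 libraries farthest in macrophage log2 (CPM + 1) and 0.031 without the library labelled BLM 3, so the relation rests on those libraries. In that library, 0 of the 3 genes lay above every Con library, so it took no part in the rise. How reads shared between these paralogs were counted was not tested. A genotype-dependent response cannot be told apart from differences between single mice.

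The effect of bleomycin also differed between the genotypes as labelled for 3 cell-type marker lists. The interaction was 2.15 for the lymphocyte markers (camera, adjusted p = 0.0119 over 17 lists), with 8 of 8 genes above the median of all tested genes. It was 2.72 for the endothelial markers (adjusted p = 0.00227), with 10 of 10 genes above it. For the proliferation markers it was -3.68 (adjusted p = 4.28e-05), with 0 of 8 genes above it. Among 100 drawn groupings of the libraries within replicate numbers, the real one included, a camera p as small was found in 5 for the lymphocyte, 13 for the endothelial and 13 for the proliferation markers. The differences can therefore not be told apart from the variation between single libraries. When each library was left out in turn, the lymphocyte interaction ran from 1.31 to 2.93 (not past the unadjusted threshold of 0.05 without KO replicate 1), the endothelial one from 1.79 to 3.89 and the proliferation one from -4.81 to -2.20. The library labelled BLM 3 had the highest sum of the proliferation markers, 2420.7 CPM against 115.3 to 615.8 CPM elsewhere. Without it, the unadjusted camera p for the fall of this list in KOBLM against BLM was 0.0194. The sums were then 284.7 and 486.9 CPM in BLM 1 and BLM 2, against 373.6, 115.3 and 231.0 CPM in KOBLM. These groups overlap, and camera gave small p values in other groupings too. Whether RNA from pluripotent cells in BLM 3 accounts for all of the fall thus stays open. In KO against Con, the endothelial markers were lower with no bleomycin given (-2.41, adjusted p = 3.84e-05), and the interaction contains that difference. Carried-over cells of other types would also move these lists, and this was not tested. The paper's supplement describes a purity check by staining for surfactant protein C, and its result was not used here.

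Pluripotency transcripts appeared in the library labelled BLM 3, in genes that the paper does not discuss. The list of 30 genes summed to 4098.3 CPM in it, 10.9 times the median of the other 11 libraries (374.9 CPM), and 24 of the 30 genes were above 3 counts, against 3 to 12 elsewhere. Pou5f1, Sox2, Nanog and Lin28a were at 157, 233, 161 and 316 CPM. RNA from pluripotent or embryonic cells would have been taken as the cause at 100 times that median or more, which was not reached, and within the range of the others it would have been dropped, which was not the case either. Klf2, which is expressed in all libraries (178.1 to 674.2 CPM), carries much of the sum elsewhere, and without it the list stood at 3824.9 CPM against a median of 70.0 and a highest value of 317.4 CPM. An effect of bleomycin would raise the list in the other bleomycin libraries. With Klf2 in the sum, 2 of 5 lay above every Con library, so not all did. Klf2 held 578.9 of the 677.3 CPM in BLM 1 and 674.2 of the 991.7 CPM in KOBLM 1, so this count rests largely on Klf2. RNA from another mouse is a candidate explanation, since Y-linked transcripts summed to 9.3 CPM against 130.7 to 280.1 CPM elsewhere, and Xist stood at 164.5 CPM against 0 to 12.5 CPM. A mixed or mislabelled sample and RNA carried over from other material cannot be told apart with these counts. BLM 1 and BLM 2 held some of these transcripts at a low level. Tet1, Tdgf1 and Dnmt3l, singled out after their values were seen, had 14, 20 and 20 counts in BLM 1 and 43, 25 and 66 in BLM 2, against 5701, 1040 and 766 in BLM 3 and at most 1 in each Con library. Other genes of the list went the other way. Pou5f1 had 62 and 148 counts in Con 1 and Con 2, against 31 and 2 in BLM 1 and BLM 2. Dnmt3b had 98 counts in Con 2, against 58 and 0 in BLM 1 and BLM 2. Low counts of such genes were thus not limited to bleomycin libraries, and their source was not tested. No biological explanation other than bleomycin was tested.

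The chemokine ligands were higher in the libraries labelled KO than in Con, a comparison that the paper does not draw from the sequencing data. The effect of the list was 1.01 (camera, adjusted p = 0.0248 over 17 lists), with 19 of 31 genes above the median of all tested genes. When a KO library was left out in turn, the highest camera p was 0.0545, without KO replicate 3. Without KO replicate 2, which holds most of the Ccl2 and Ccl7 counts of this group, the effect fell to 0.24 and the camera p was 0.0342. Without Con replicate 1 the effect was 0.59 and the camera p was 0.0953. The size of the effect thus depended on KO replicate 2, and its side of the threshold on KO replicate 3 and Con replicate 1. Among the 4 splits of these 6 libraries that part all same-numbered pairs, 1, the real one, gave a p as small, and 2 of the other 6 splits did. As 10 splits cannot give a share under 0.1, the result cannot be told apart from variation between mice.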

How the results depend on the processing

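All tests given here were set in advance, apart from those on the 2 libraries per group with the most genes detected and the untested fold changes of first libraries or of group means, which were chosen only after the results were seen. The 281 alternative values for the 18 results covered the 5 gene counts, the overlap, the 2 lists and Ccl2, Ccl7, Ccl12 and Ep300. For single genes the threshold was an adjusted p of 0.05 over all tested genes. It was reached by 0 genes in the main fit, so staying on the same side says little for single genes. Ccl2 in BLM against Con stayed there in 13 of 13 alternatives, yet lost its unadjusted call in 5 of 6 fits without a library. Of the alternative values, 204 kept their direction and their side of the threshold or stayed within 1.5 times the count, 64 counts moved further, 6 values reversed, 5 became stronger and 2 weaker. For the changes given here, the cause was not tested.

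Without a filter on low counts, 645 genes differed between KOBLM and BLM, 706 in the interaction, and 197 were up in BLM and down in KOBLM. In a model of only the 2 groups compared, the counts were 149 for KOBLM against BLM, 138 for KOBLM against KO and 37 for the overlap. With an adjusted p under 0.05, 0 genes passed in each comparison and in the overlap, beside 558, 413, 188, 221 and 368 genes at an unadjusted p under 0.05 for BLM against Con, KOBLM against BLM, KO against Con, KOBLM against KO and the interaction, and 75 in the overlap. With the fold change alone the counts in the same order were 8471, 8368, 6857, 7200 and 9383, with 2499 in the overlap. A linear model of each gene on its own gave 457 genes for KO against Con and 562 for the interaction. DESeq2 gave 947, 755, 374, 460 and 625 genes and 125 in the overlap, and a log2 fold change of 26.76 for Ccl7 in BLM against Con (adjusted p = 8.31e-10, where the alternatives ranged from 8.31e-10 to 1). With DESeq2, 114, 78, 80, 57 and 81 genes had an adjusted p under 0.05.

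The replicate numbers name no pairing in the labels. Residual log2 CPM correlated at a mean of -0.003 between libraries with the same number (18 pairs) and 0.002 between others (36 pairs), so no pairing by number was seen. With the replicate number as a block, 394 genes differed between BLM and Con, 262 between KOBLM and BLM, 100 between KO and Con, 100 between KOBLM and KO and 242 in the interaction, with 37 in the overlap. The log2 fold change of Ccl2 in KOBLM against BLM reversed to 0.023 (adjusted p = 1, where the alternatives ranged from 0.829 to 1). The share of genes higher in KOBLM than in BLM was 56.1% with the block and 43.8% without. The share of genes higher in BLM than in Con was 39.1% with the block and 51.3% without.

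For the gene lists, fry left the effects of the ECM genes at 0.79 in BLM against Con and -0.98 in KOBLM against BLM, both no longer past an unadjusted p of 0.05. With fgsea, the ECM genes had normalized enrichment scores of 2.16 and -1.99 in these comparisons, both past the threshold. The chemokine genes had a score of 1.79 in BLM against Con, now past the threshold, and of -0.91 in KOBLM against BLM, reversed and not past it.

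Leaving out each library of the groups compared in turn gave 292 to 767 genes for BLM against Con, 236 to 471 for KOBLM against BLM, 88 to 446 for KO against Con, 105 to 402 for KOBLM against KO, 332 to 672 for the interaction and 41 to 98 for the overlap. Omitting a library of another group acts through the shared dispersion and the filter, and without BLM replicate 3 it gave 433 genes for KOBLM against KO. The balance of directions changed as well. Without KO replicate 3, 84 genes were higher and 30 lower in KO against Con, and 44 higher and 61 lower in KOBLM against KO. In KOBLM against BLM, 248 were higher and 223 lower without BLM replicate 3, and 179 and 156 without KOBLM replicate 1. In BLM against Con, lower genes were the more numerous without Con replicate 1 (155 against 137) or BLM replicate 2 (278 against 262), and also without Con replicate 3. The common dispersion fell from 2.08 to 1.69 without BLM replicate 3 and lay between 2.07 and 2.37 without any other library. The effect of the ECM genes ran from 0.46 to 1.22 in BLM against Con and from -1.29 to -0.65 in KOBLM against BLM. That of the chemokine genes ran from -0.13 (without BLM replicate 1) to 1.79 (past the threshold, without BLM replicate 3) in BLM against Con. It ran from -0.43 (without BLM replicate 3) to 1.25 (past the threshold, without BLM replicate 1) in KOBLM against BLM. The log2 fold change of Ep300 ran from 0.03 to 0.65 in KO against Con and from -0.07 (without KOBLM replicate 1) to 0.73 in KOBLM against BLM. The ranges for BLM against Con and KOBLM against BLM were 3.94 to 5.15 and -2.80 to -1.57 for Ccl2, 12.43 to 13.39 and -3.21 to -1.84 for Ccl7, and 7.56 to 11.99 and -11.99 to -3.51 for Ccl12. The Ccl7 values in BLM against Con, and the 11.99 and -11.99 of Ccl12, rest on groups at 0 counts. Judged by unadjusted p values under 0.05, as in the gene counts, Ccl2 in BLM against Con lost its call in 5 of the 6 fits that left out a library and Ccl12 in 4 of 6, whereas Ccl7 kept it in 6 of 6. Ccl2 and Ccl12 also lost it with the replicate block, and Ccl2 with the linear model of each gene. In KOBLM against BLM, Ccl12 gained a call without KOBLM replicate 3. With only the 2 groups compared or the linear model of each gene, Ccl7 and Ccl12 gave no value in BLM against Con, since they did not pass the filter.

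With the 2 libraries of each group that had the most genes detected, the 5 counts were 1370, 792, 593, 579 and 861, and the overlap 136, with a dispersion of 0.87 and 0 genes at an adjusted p under 0.05. More genes were then higher than lower in KOBLM against BLM (453 and 339) and in KO against Con (348 and 245). The effect of the chemokine genes was then 1.65 in BLM against Con, past the threshold, and -0.46 in KOBLM against BLM, reversed and not past it. An untested fold change over 1.5 gave, for BLM against Con, KOBLM against BLM and the overlap, 9265, 9437 and 3203 genes from CPM + 1 of the first libraries alone, 10170, 10384 and 3349 from their counts + 1, and 10079, 10003 and 3464 from the group means of CPM + 1. In the simulated data, 200 of 200 genes changed 8-fold had an adjusted p under 0.05 with a low spread between libraries and 2 of 200 with a spread like that of these libraries. The effect of depth was not tested.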

Differences from the paper's values

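The comparisons here use the alternatives set before the data were examined, and the tests on first libraries, on group means and on 2 libraries per group were chosen only after the result was seen.

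For BLM against Con, the paper's count of changed genes is 8734, with 5015 higher and 3719 lower, and the counts found here at the same threshold were 558, 286 and 272. Of the alternatives set before the data were examined, the fold change alone, without a test, gave 8471, 3980 and 4491. None of the others came within 1.5 times the paper's counts. They were DESeq2's size factors, library size alone, no filter on low counts, the replicate block, only the 2 groups compared, an adjusted p, a linear model of each gene, DESeq2 and the omission of each library in turn, and they gave 0 to 947 changed genes, 0 to 509 higher and 0 to 438 lower. The count of 0, at an adjusted p under 0.05, stands beside 558 genes at an unadjusted p under 0.05.

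For genes higher in BLM and lower in KOBLM, the paper's count is 2556, and 75 were found here. The fold change alone gave 2499, and the other alternatives set before the data were examined gave 0 to 197.

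Settings chosen after seeing the values, untested fold changes over 1.5, also came within 1.5 times the paper's counts. From CPM + 1 of the first libraries alone they gave 9265 changed genes (5212 higher, 4053 lower) and an overlap of 3203, from counts + 1 of the first libraries 10170 (5461 higher, 4709 lower) and 3349, and from the group means of CPM + 1 10079 (4859 higher, 5220 lower) and 3464.

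Read by eye in Fig. 2b, the paper's normalized enrichment scores for the ECM genes are about 2.3 in BLM against Con and -2.0 in KOBLM against BLM. With another gene list, fgsea gave 2.16 and -1.99 here, which is close. For the chemokine genes in BLM against Con, the paper's score is about 2.1 and fgsea gave 1.79. The score that differed was that of the chemokine genes in KOBLM against BLM, about -1.8 in the paper and -0.91 here. No alternative was set before the data were examined for this score.

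The paper states that the chemokine genes as a group fell in KOBLM against BLM, and their effect here was 0.44 (camera, adjusted p = 0.449). This effect is a difference of medians, whereas the paper used enrichment scores. The fgsea score here, -0.91, had the paper's sign but was not past the threshold. Without BLM replicate 3 the difference of medians was -0.43. With the 2 libraries per group with the most genes detected, a setting chosen after seeing the values, it was -0.46. Neither was past the threshold.

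The paper names ECM or chemokine genes as the majority of the genes that rose in BLM and fell in KOBLM, and here they were 5 of 75. Under the fold change alone they were 94 of 2499. The lists hold only 268 of the tested genes, so they could not have been a majority of the 2499. They are also not the GO lists of the paper.

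The paper places Ccl2, Ccl7 and Ccl12 among the genes that changed in KOBLM against BLM. Their log2 fold changes here were negative, at -2.20, -2.32 and -4.21, with unadjusted edgeR p values of 0.266, 0.36 and 0.174, and none of the 3 was among the 75 genes. All 3 passed with the fold change alone, and Ccl12 passed without KOBLM replicate 3 (-11.99, with 0 counts in the KOBLM libraries left). With 2 libraries per group, a setting chosen after seeing the values, Ccl2 (-2.27) and Ccl12 (-4.18) passed and Ccl7 did not.

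The paper shows lower p300 mRNA in ATII cells of the knockout mice by qRT-PCR (Supplementary Fig. 5b), and Ep300 counts here had a log2 fold change of 0.39 in KO against Con. With each Con or KO library left out in turn, the value stayed between 0.03 and 0.65.

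The paper shows Ccl2, Ccl7 and Ccl12 in KO near their level in Con by qRT-PCR (Supplementary Fig. 6d). Here, counts of Ccl2 and Ccl7 in KO replicate 2 were 2825 and 345, against at most 271 and 0 in Con. In KO replicates 1 and 3, Ccl2 had 358 and 0 counts and Ccl7 had 0 and 0. The difference for these genes thus rests on KO replicate 2. Ccl12 had 83, 32 and 0 counts in KO and 4, 0 and 0 in Con.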

Other observations

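The tests by other splits of the libraries for the gene counts, the overlap and the ECM and chemokine lists, and the test with separate BLM mice, were set in advance, and all other tests of explanations here were chosen only after the result was seen.

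Other splits of the 6 libraries of each comparison were counted separately for the 4 splits that part all 3 same-numbered pairs, as the real one does, and for the 6 that leave some of these pairs together. In BLM against Con, 1 of the 4 splits, the real one, gave as many changed genes, and 1 of the other 6 did, with up to 578. In KOBLM against BLM it was 2 of 4 and 2 of 6, in KO against Con 2 of 4 and 6 of 6, and in KOBLM against KO 3 of 4 and 5 of 6. For the ECM genes, 1 of the 4 splits, the real one, gave a camera p as small in BLM against Con and 1 in KOBLM against BLM, with 0 of the other 6 in each. For the chemokine genes it was 3 of 4 and 3 of 6 in BLM against Con, and 4 of 4 and 5 of 6 in KOBLM against BLM. As 10 splits cannot give a share under 0.1, variation between mice cannot be excluded for any of these results. Of 100 drawn groupings of all libraries within replicate numbers, the real one included, 43 gave as many genes for the interaction (368) and 8 as many in the overlap (75).

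The overlap between genes higher in BLM and lower in KOBLM may come in part from the use of the same BLM mice in both comparisons. With separate BLM mice for each comparison, the excess over all genes averaged 7.6 percentage points in place of 34.0, a larger fall than the limit set for this explanation. The excess over the 6 assignments ran from 0.6 to 11.7 points, the lowest with BLM 1 and 2 for the increase and BLM 3 for the decrease. No assignment set BLM 1 against BLM 2 alone. The test can thus not separate the use of the same mice from the difference of the library labelled BLM 3.

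Many genes were at 0 in libraries with large totals. Library size was tested first, and the number of genes detected fell as the total count rose over the 12 libraries (Spearman rho = -0.699, permutation p = 0.0143, adjusted p = 0.0286 over the 2 relations computed; Pearson r = -0.732, permutation p = 0.00687, adjusted p = 0.0137). Without the 2 libraries farthest from the median total, r was -0.595. A low depth would give the opposite sign. The share of Rn45s had no negative relation to the genes detected (rho = 0.168, permutation p = 0.603; r = 0.083, p = 0.798, and 0.77 without 2 libraries), so counts taken by this transcript did not account for the zeros. Of the genes expected at 50 counts or more, 45.2% (4803 of 10616) were at 0 in the library labelled BLM 3, 22.2% in KOBLM 2, 22.0% in KO 3, 13.3% in Con 3 and 2.3% to 6.8% in the other libraries. Few starting RNA molecules, amplified to a large total, are a candidate explanation of these zeros, found and tested on the same libraries. The paper's supplement names the same input of total RNA for every library, which speaks against a smaller input in some, and the counts cannot check it. The expected counts came from the other libraries of the same group. A library of another composition, as BLM 3 may be, would thus show such zeros as well. A biological difference was not tested.

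Ep300 counts were not lower in the libraries labelled KO. The counted 3′ end lies 6453 nt from the floxed exon 9, so a transcript without this exon could still be counted. The annotation fixes this in advance, so it decides nothing by itself. The product of the listed mouse p300 primers, over exons 6 to 8, also lies outside exon 9. Loss of exon 9 alone would not remove that product either, yet the paper reports lower p300 mRNA by qRT-PCR. The counted position alone thus does not account for the difference between the measures. RNA from cells other than ATII cells was tested with marker lists, and the macrophage markers summed to 7.07 times the ATII markers in the median KO library. The macrophage markers averaged 5108.8 ± 1051.2 CPM in Con, 4814.5 ± 3801.5 in BLM, 6413.0 ± 651.4 in KO and 6503.4 ± 1915.7 in KOBLM (SD, n = 3 each), and the ATII markers 1529.2 ± 733.1, 565.0 ± 119.5, 719.3 ± 270.8 and 810.8 ± 97.7 CPM. Of the 17 macrophage markers, 17, 15 and 14 were above 3 counts in KO 1, KO 2 and KO 3. Transcripts of macrophage markers were thus present in every library labelled KO. Sums of unlike genes give no cell numbers, so the share of such RNA is unknown. Whether it hid a fall of Ep300 in ATII cells was not tested. A label that does not match the genotype cannot be told apart from either explanation with these counts.

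The entries of the files are ordered by the ratio of the first BLM library to the first Con library, with a Spearman correlation of -0.982 between position and log2 ratio across 14643 genes, against -0.28 for the second libraries and -0.143 for the third. Genes are not independent replicates. The order does not enter any value reported here.

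Without the library labelled BLM 3, the camera p for the fall of the ECM genes in KOBLM against BLM was 6.01e-06. This library had the lowest ECM score of its group (0.32, against 1.44 and 1.13), so that leaving it out was bound not to weaken the fall, and the test does not bear on RNA of pluripotent cells as its source.

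The ECM genes were lower in the libraries labelled KO than in Con (effect -0.76, camera, adjusted p = 0.0248 over 17 lists, 46 of 125 genes above the median of all tested genes) and higher in KOBLM than in KO (0.63, adjusted p = 0.017). The difference between KO and Con depended on single libraries, as it was not past an unadjusted p of 0.05 without Con 2 (effect -0.05), Con 3 (-0.36) or KO 1 (-0.57). The difference between KOBLM and KO was not tested with libraries left out. The interaction was -1.01 for the ECM genes (adjusted p = 0.276) and -0.33 for the chemokine genes (adjusted p = 0.801), so neither passed with all libraries. When each library was left out in turn, the ECM interaction was past an unadjusted p of 0.05 without Con 2 (-0.91), Con 3 (-0.73), BLM 3 (-0.86), KO 1 (-0.86) and KOBLM 1 (-0.74), and negative but not past it without each of the others. The chemokine interaction was past it without BLM 3 (-0.72) and, without each of the others, ran from -0.51 to 0.47. These values were not adjusted for the number of lists or fits.

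Uchl3, the deubiquitinase studied elsewhere in the paper, stood at 44.2 ± 28.1 CPM in Con and 15.2 ± 14.9 CPM in BLM (SD, n = 3 each), a log2 fold change of -1.54 (edgeR p = 0.344, exact permutation p = 0.3). Cebpb stood at 541 ± 133 CPM in Con and 227 ± 203 CPM in BLM, a log2 fold change of -1.26 (edgeR p = 0.163, exact permutation p = 0.1), and at 852 ± 78.3 CPM in the libraries labelled KO. Cebpa had a log2 fold change of -2.15 in BLM against Con (edgeR p = 0.0887, exact permutation p = 0.1), and Ep300 one of -0.35 (edgeR p = 0.615).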
